# Transcriptomic dynamics of ABA response in *Brassica napus* guard cells

**DOI:** 10.1007/s44154-024-00169-7

**Published:** 2024-10-14

**Authors:** Florent Villiers, Yasir Suhail, Jade Lee, Felix Hauser, Jaeung Hwang, Joel S. Bader, John K. McKay, Scott C. Peck, Julian I. Schroeder, June M. Kwak

**Keywords:** Abscisic acid, Guard cells, Rapeseed, Stomatal movement, Transcriptome

## Abstract

Drought has a significant, negative impact on crop production; and these effects are poised to increase with climate change. Plants acclimate to drought and water stress through diverse physiological responses, primarily mediated by the hormone abscisic acid (ABA). Because plants lose the majority of their water through stomatal pores on aerial surfaces of plants, stomatal closure is one of the rapid responses mediated by ABA to reduce transpirational water loss. The dynamic changes in the transcriptome of stomatal guard cells in response to ABA have been investigated in the model plant *Arabidopsis thaliana*. However, guard cell transcriptomes have not been analyzed in agronomically valuable crops such as a major oilseed crop, rapeseed. In this study, we investigated the dynamics of ABA-regulated transcriptomes in stomatal guard cells of *Brassica napus* and conducted comparison analysis with the transcriptomes of *A. thaliana*. We discovered changes in gene expression indicating alterations in a host of physiological processes, including stomatal movement, metabolic reprogramming, and light responses. Our results suggest the existence of both immediate and delayed responses to ABA in Brassica guard cells. Furthermore, the transcription factors and regulatory networks mediating these responses are compared to those identified in Arabidopsis. Our results imply the continuing evolution of ABA responses in Brassica since its divergence from a common ancestor, involving both protein-coding and non-coding nucleotide sequences. Together, our results will provide a basis for developing strategies for molecular manipulation of drought tolerance in crop plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s44154-024-00169-7.

## Introduction

Desiccation of crops during drought causes severe damage and lost yields. The annual loss caused by drought alone range between 30 and 90%, depending on crop species, more than the sum of all pathogen losses (Boyer 1982). Drought damage costs the US an average $9.4 billion annually (Federal Emergency Management Agency, 1995; García-León et al. 2021). Climate change is predicted to intensify extreme climate events, including drought (Dai 2012; Trenberth et al. 2013), and could make crop production more vulnerable to even moderate droughts. Moreover, freshwater scarcity is predicted to be a major problem for this century. Globally, 65% of fresh water is used for agriculture and plants. By 2050, water demand for agriculture could double, while the availability of fresh water is predicted to drop by 50%, owing to climate change. (Gupta et al. 2020; Mekonnen & Hoekstra 2014). Therefore, it is imperative to understand and develop strategies to improve water use efficiency during crop production.

Plants respond to drought and water deficit by evoking necessary cellular events mediated by the plant hormone abscisic acid (ABA). A wave of sequential molecular responses throughout the entire plant results in adaptation to the reduction in water availability for plant survival (Gupta et al. 2020). Although plants employ a variety of different mechanisms under these conditions, one of the first processes is the prevention of excessive water loss. Typically, plants lose approximately 95% of their water via transpiration through stomatal pores in the leaf epidermis. Stomatal pores are formed by a pair of guard cells that regulate the pore size, thereby controlling water loss and CO_2_ uptake under diverse environmental conditions. Water deficit response mediated by ABA results in reduced water loss by decreasing the stomatal aperture. Reduced stomatal conductance sustains plant survival, but comes at the cost of reduced photosynthetic assimilation and plant growth by impeding the uptake of CO_2_ (Gupta et al. 2020; Rodrigues et al. 2019). These responses in leaves have been shown to involve both ABA-dependent and ABA-independent pathways (Shinozaki & Yamaguchi-Shinozaki 1996). Moreover, ABA signaling mediates osmotic stress response (Lozano-Juste et al. 2020; Yoshida et al. 2014). In the ABA-dependent pathway of osmotic stress response, ABA-activated SnRK2 kinases mediate numerous subsequent cellular events. Recent studies have shown that RAF-like MAPKKKs activate SnRK2s in osmotic stress signaling (Fabregas et al. 2020). In addition, some genes are activated by both the ABA-dependent and ABA-independent pathways, with considerable cross-talk (Nakashima et al. 2014; Narusaka et al. 2003).

Guard cells have become a single cell model for understanding rapid environmentally-induced signal transduction in plants. The study of guard-cell-specific signal transduction has been a cornerstone in the discovery of molecular components underlying stomatal movements, and thus in drought resistance, that cannot be addressed by employing whole-organism approaches. To fully understand the dynamic cellular networks that respond to drought, it is necessary to obtain detailed information on changes in transcriptomes in a time-dependent manner and to use this information to enable network analyses at the systems level. Responses monitored in heterogeneous tissues may reflect mixtures of unique responses in individual cell types. Therefore, to fully understand signaling pathways, profiling of cell type-specific samples is required, which can later be placed in a more integrated context including neighboring cells and additional contributing factors of the signaling process such as hydraulic changes.

*Brassica napus* is an important food crop as a source of edible oil, popularly known as canola or rapeseed oil. *B. napus* has been bred to lower the total content of the anti-nutrients such as erucic acids, eicosenoic acids, and glucosinolates, and serves as a major food source (Jonnson 2009; Kondra & Stefansson 1965; Qiu et al. 2006). *B. napus* originated from the polyploid hybrid speciation of *Brassica rapa* and *Brassica oleracea* (Allender & King 2010; Song & Osborn 1992). The synonymous nucleic acid substitution rates (Chalhoub et al. 2014) and low degree of chromosomal rearrangements indicate a relatively recent speciation event about ten thousand years (Parkin et al. 1995). Of the 19 chromosomes in *B. napus*, 10 chromosomes are derived from (subgenome A) of *B. rapa* and 9 chromosomes (subgenome C) from *B. oleracea*. The *Brassica* species, along with the model plant *A. thaliana*, are members of the Brassicaceae family. It is estimated that the split between Arabidopsis and Brassica occurred 10–20 million years ago, and a number of genome duplication events have since occurred, giving rise to the Brassica species from its common ancestor with Arabidopsis (Blanc et al. 2003; Ermolaeva et al. 2003; Yang et al. 1999).

The numerous studies of drought stress (Kuromori et al. 2022; Zhu 2002) and ABA responses (Chen et al. 2020; Hsu et al. 2021; Komatsu et al. 2020) in *A. thaliana* and its genetic similarity with *B. napus* allow us to use this existing knowledge to compare and interpret our results from *B. napus*. The present study evaluates the genome-wide transcriptomic response to ABA in the guard cells of *B. napus*. The plasticity of drought avoidance traits in the leaf, specifically the control of stomatal conductance, was analyzed in this study. We compare the regulation of gene expression in *B. napus* with the known biology of *A. thaliana*, and draw conclusions regarding the evolution of the ABA response.

## Results and Discussion

### Dynamic transcriptome analysis of *Brassica napus* stomatal guard cells upon ABA treatment

Guard cells isolated from 7-week-old *B. napus* (DH12075) leaves with purity of over 99% were subjected to 15-min, 60-min, and mock ABA treatment respectively (Fig. S1). In order to achieve sufficient yields of RNA from highly-purified protoplast samples, three to five protoplast isolations were combined to form one biological sample. Three biological samples, each including the three different treatment conditions, were prepared and used for transcriptomics analysis.

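The data are RNA-seq read counts from guard cell protoplasts, which are guard cells freed of their walls, of 9 samples in 3 groups of 3. One group was mock-treated, one was exposed to 10 µM abscisic acid (ABA) for 15 min and one for 60 min, and each replicate number joins 1 sample of each group. The paper's model sets the mock-treated samples at t = 0, and no mock was matched to each exposure. Differences between the groups may therefore include effects of time kept in light at room temperature. The authors aligned the reads to the genome of the Darmor line with TopHat2, counted with HTSeq the reads that could be assigned to 1 gene without ambiguity, and deposited those counts without normalization. Reads that fit more than 1 near-identical copy of a gene are not counted this way, so values of such copies are uncertain. The total counts of replicates 1, 2 and 3 were 88051359, 121981439 and 114440779 after mock treatment. They were 123968001, 116707903 and 123854621 at 15 min, and 111165344, 122950146 and 121265229 at 60 min. Genes with too few counts for a test were removed with edgeR's filterByExpr, which kept 52881 genes, and libraries were scaled with edgeR's TMM method. Each time point was compared with the mock-treated samples by edgeR's quasi-likelihood test in a single model of all 9 samples, with the replicate number as a block, as the paper's methods include it. Genes with an adjusted p-value (Benjamini-Hochberg) under 0.05 are called differentially expressed in what follows, and expression levels are given as CPM, which is the count relative to the size of the TMM-scaled library. The scaling matters here, because TMM gave the 60-min libraries factors from 0.81 to 0.94 and the mock-treated libraries factors from 0.95 to 1.20.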

All RNA-seq reads (100 bp single ended) were aligned to the *B. napus* genome of the Darmor line (Chalhoub et al. 2014) with TopHat2 (Kim et al. 2013). Only reads unambiguously mapping to single genes were counted with HTSeq (Anders et al. 2015) to distinguish between the levels of expression of paralogs, and correctly call differentially expressed genes.

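Between 61490 and 66571 genes had at least 1 count in a single sample, and 54142 genes had one in all 9 samples. No count was found for 22935 genes. The genes kept for testing held 99.96% of all counts, with a median of 352 counts per gene and sample. The 10 genes with the most counts took between 3.73% and 6.53% of a library.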

We were able to map approximately 100 million reads for each sample, to a total of 78,105 genes out of 101,040 annotated in the *B. napus* genome. It is possible that the other genes are not expressed in the guard cells of our line, or that no read is specifically mapped to them due to polyploidy. In addition, no alternatively spliced transcripts were included in the gene models. The statistical error in the read counts is modeled using the negative binomial probability distribution. 

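Each of the 52881 genes tested was fitted with a Poisson and with a negative binomial model of the same terms, leaving 4 residual degrees of freedom. The deviance exceeded the 95% point of its reference distribution for 63.3% of genes under the Poisson model and for 0.89% under the negative binomial model, where 5% would be expected. The spread in the negative binomial model was estimated for each gene from these same counts. That can lower its deviance, so the 0.89% is not an independent test of its fit. The median deviance per degree of freedom was 3.31 under the Poisson model and 0.76 under the negative binomial model. The common biological coefficient of variation was 0.103. With the genes split by expression into 10 groups of near equal size, its median was 0.285 in the lowest group and between 0.0727 and 0.0796 in the highest 4.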

Fig. S2 confirms that the negative binomial distribution (whose significance is discussed in the methods) is a better fit for the noise in the read counts than the Poisson distribution. The baseline gene expression in our dataset is roughly similar to that expected from single-cell RNA-seq analysis of stomatal guard cells (Fig. S3).

## Differential expression analysis

We estimated the differential expression of all genes in *B. napus* guard cells at 15 min and 60 min of ABA treatment versus the mock-treated control. Both time points combined yield a total of 12,228 non-redundant genes (12%) responsive to ABA with a false discovery rate of less than 0.05. 

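In the deposited counts 13617 genes were differentially expressed at one or both of the time points, which is 13.5% of the 101040 annotated genes and 25.8% of the genes tested. In a fit without the replicate block 895 genes passed the threshold. With libraries scaled by their total count alone, 27370 genes passed it.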

By measuring gene expression at two different times, we determined which genes showed grouped patterns of temporal response to ABA: short-lived (only at 15 min), delayed (only at 60 min), increasing with time, or unchanged.

The behavior of the detected transcriptome at these time points is visualized in Fig. 1, which shows the distribution of log2 fold changes at 15 min and 60 min. This visualization, also known as the Bland–Altman plot (Altman & Bland 1983; Bland & Altman 1999), confirms that the mean log fold change is zero for genes with both low and high basal gene expression and that no further normalization is required. 

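The mean log2 fold change over the genes tested was 0.00 at 15 min and 0.01 at 60 min. Split by expression into 10 groups of near equal size, genes at 15 min had a mean log2 fold change of -0.02 in the lowest group and 0.06 in the highest. At 60 min the mean rose with expression, from -0.16 in the lowest group to 0.30 in the highest, and the median from -0.15 to 0.18. The median standard error of a single gene's log2 fold change at 60 min was 0.54 in the lowest group and 0.07 in the highest.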

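At 15 min, 228 genes were differentially expressed, 209 higher and 19 lower than in mock-treated samples. At 60 min, 13616 genes were differentially expressed, 8028 higher and 5588 lower. This split rests on the scaling, since with total count alone 15.2% of 27370 genes were higher at 60 min, against 59.0% with TMM. At an unadjusted p-value under 0.05, 2928 genes would be counted at 15 min and 19668 at 60 min. The count at 15 min was 5 when replicate 1 was left out, and 260 and 278 without replicates 2 and 3. The count at 60 min was 5818, 10530 and 10811 without replicates 1, 2 and 3. DESeq2's Wald test, which the paper's methods name, gave 521 genes at 15 min.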

As expected, the number of genes for which expression is significantly affected by ABA is higher at 60 min than at 15 min (12,216 vs. 479 respectively; Fig. 1, Table 1). On average, larger fold-changes are also observed at 60 min (Fig. 1).

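Over all genes tested, the median absolute log2 fold change was 0.09 at 15 min and 0.24 at 60 min. Of the differentially expressed genes, 123 changed by more than 1 on the log2 scale at 15 min and 2801 at 60 min. The difference between the 2 time points was tested directly in the same model, and 12516 genes differed between 60 min and 15 min, of which 7517 were higher at 60 min. With scaling by total count alone 16.4% of 22807 such genes were higher at 60 min, against 60.1% with TMM.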

**Fig. 1:**
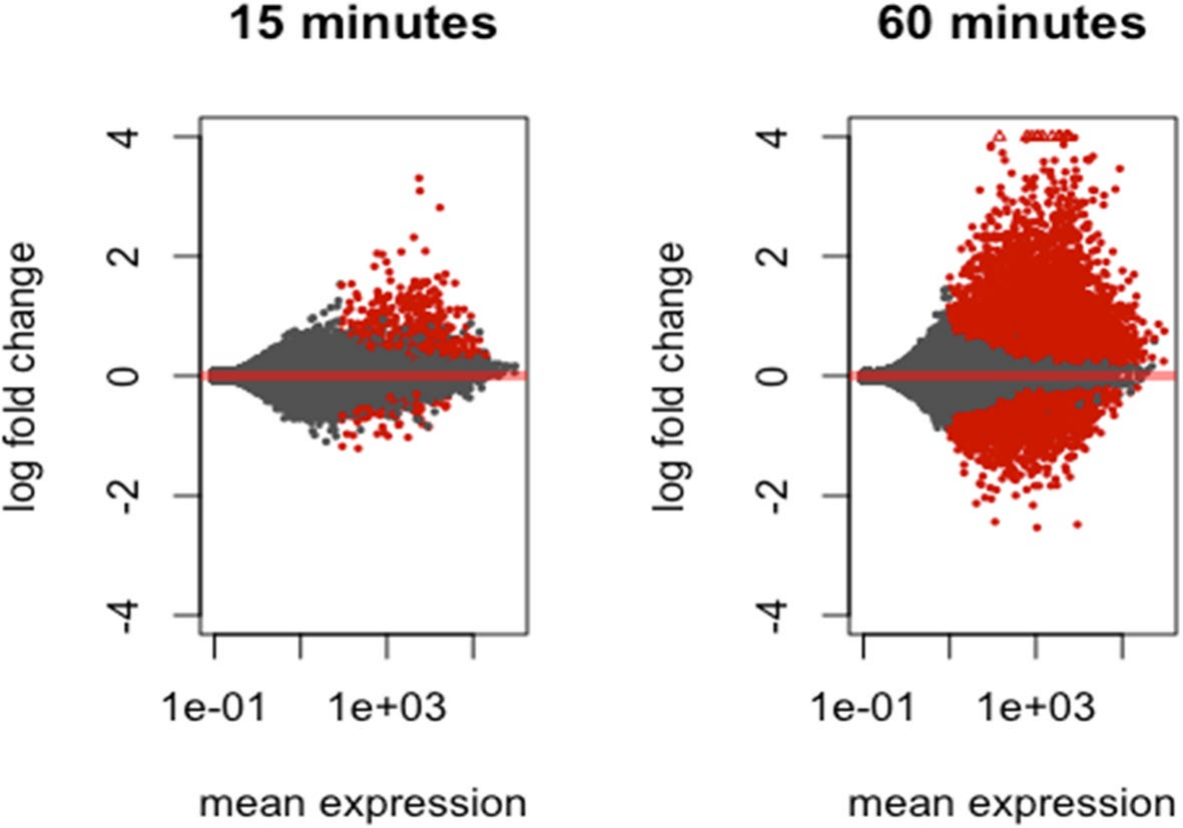
MA plot showing the log ratio (M) versus the average read count (A) for 15 min and 60 min. The red colored dots denote genes identified as significantly differentially expressed. The black colored dots represent genes that are not identified as significantly differentially expressed

**Table 1:** Contingency table showing the number of genes with significant positive and negative differential expression (< 5% FDR) for 15 min and 60 min of ABA treatment

	Down-regulated at 60 min	Non-significantly regulated at 60 min	Up-regulated at 60 min
Down regulated at 15 min	64	7	0
Non-significantly regulated at 15 min	4282	89,104	7177
Up regulated at 15 min	0	4	402

The relationship between expression at 15 min and 60 min for individual genes is visualized in Fig. S4. The linear regression shows a $${R}^{2}$$ of $$0.2736097$$ and a highly significant *p*-value < 2.2 × 10^–16^ when comparing the two treatment times, demonstrating that gene expression levels at the two time points are correlated. Therefore, genes with more extreme log2-fold changes show more correlated differential expression between the response at 15 min and 60 min. This result is expected because transcripts that are not regulated are not anticipated to show a correlation between their expression levels for different times of ABA exposure.

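Over the 13617 genes differentially expressed at either time, the log2 fold changes at 15 and 60 min had an R2 of 0.543 with a slope of 0.24. Computed from each replicate alone it was 0.418, 0.329 and 0.581 in replicates 1, 2 and 3 (SD 0.128). Both time points are compared with the same mock-treated libraries, so their fold changes share the error of those libraries. In 20 simulations of unchanged groups against the same controls, the mean R2 over these genes was 0.249, with a range of 0.223 to 0.267. That value arises from the shared libraries alone. Since these genes did change, it does not measure how much of the observed R2 the shared libraries explain. When the fold change at 15 min came from 1 replicate number and that at 60 min from the others, averaged over the 3 choices, R2 was 0.348, against a mean of 2.5e-04 in the simulations. DESeq2's fold changes gave an R2 of 0.376. Over all 52881 genes tested it was 0.277, with a simulated mean of 0.248. These values are across genes, which are not independent replicates. From the regression, the paper concludes that expression levels at the 2 time points are correlated.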

Since we are primarily interested in genes that are significantly differentially expressed, the number of genes against each direction of regulation is tabulated at each time point in Table 1. Nearly all genes identified as differentially expressed at t = 15 min are also differentially expressed at t = 60 min in the same direction. 

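Of the 228 genes differentially expressed at 15 min, 227 were so at 60 min in the same direction, 208 higher and 19 lower. In the main test no gene passed the threshold in opposite directions. With no filter on low counts, with only the 2 groups compared and without replicate 3, 1 gene was lower at 15 min and higher at 60 min, and with scaling by total count alone 1 gene was higher at 15 min and lower at 60 min. Among the 13616 genes of 60 min, 74.9% had the same sign at 15 min. In the simulated unchanged groups this share was 66.7%, set by the shared mock libraries alone. Since the 13616 genes did change at 60 min, it does not measure how much of their share those libraries explain. With the 2 fold changes taken from separate libraries the share was 67.9%, against 50.0% in the simulations.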

The log2-fold changes are generally higher at 60 min, giving the test at t = 60 min higher statistical power. 

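Of the 228 genes called at 15 min, 223 had a larger absolute log2 fold change at 60 min, with a median of 2.06 at 60 min and 1.06 at 15 min. For 203 of them the difference between the time points itself passed the threshold. The 13389 genes called at 60 min and not at 15 min had a median absolute log2 fold change of 0.53 at 60 min and 0.09 at 15 min. In simulated counts with the depth of these samples, 52.5% of genes changed by 0.5 on the log2 scale at 15 min were called, and 95.0% of those changed by 1. The changed genes had a mean of at least 50 counts, and each gene was given the typical spread of its expression level. These shares may be too high for genes with fewer counts or more spread.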

For many genes, the effect size at 60 min makes it easier to detect their differential expression (i.e. at 15 min the effect size may not be much above background noise).

## Temporal dynamics suggest role for genes in the early response to abscisic acid

Comparing temporal dynamics of transcripts, 13 genes were found to be regulated to a lesser extent at 60 min than at 15 min, indicating early and transient up- or down-regulation upon ABA stimulation. 

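In the main test 1 gene, BnaC01g11650D, was differentially expressed at 15 min and not at 60 min. All 13 genes of Fig. 2 were tested, and 2 of them passed the threshold over all genes at 15 min. Adjusted over the list alone, all 13 passed at 15 min, which is not independent evidence because the study chose these genes on the same samples. For 6 of the 13 genes the difference between 60 and 15 min passed the threshold over all genes. The number of genes differentially expressed at 15 min and not at 60 min ranged from 0 without the replicate block to 87 with DESeq2's Wald test. BnaA06g21560D had a log2 fold change of -0.75 at 15 min (standard error 0.18, adjusted p = 0.20 from edgeR's quasi-likelihood test) and of 1.00 at 60 min (standard error 0.18, adjusted p = 0.0024).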

The levels of these genes for the 3 time points (after batch correction for easier visualization) are plotted in Fig. 2.

**Fig. 2:**
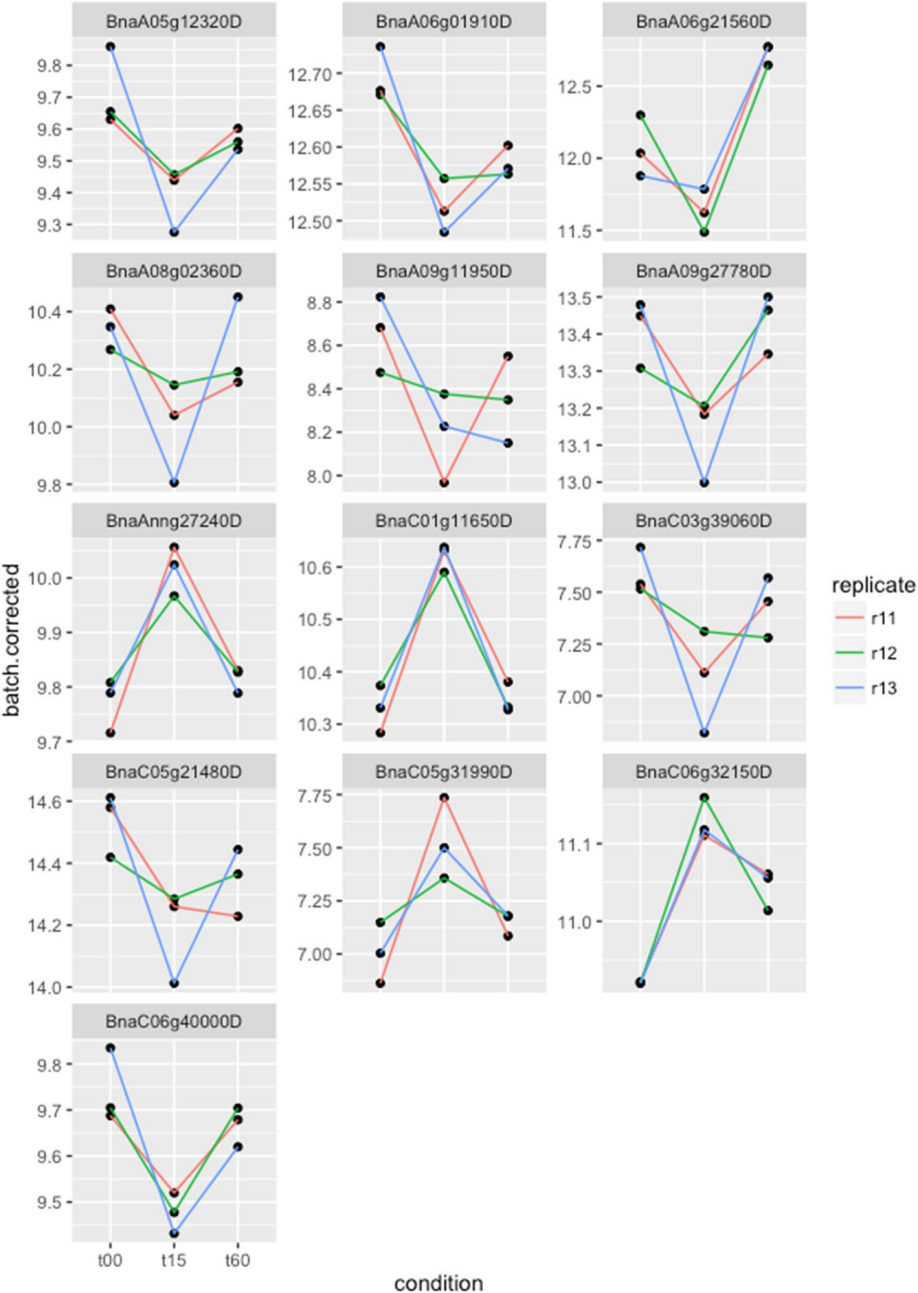
Batch corrected read counts for genes showing transient regulation at 15 min compared to 60 min, with a greater activation/repression at the early time point. The predicted annotations of the *Brassica* genes and their corresponding Arabidopsis genes are listed in Table 2

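Among the 11 genes BnaA05g12320D, BnaA08g02360D, BnaA09g11950D, BnaA09g27780D, BnaC03g39060D, BnaC05g21480D, BnaC06g40000D, BnaAnng27240D, BnaC01g11650D, BnaC05g31990D and BnaC06g32150D, the log2 fold change at 15 min was positive for 4 and negative for 7. It ranged from -0.89 to 0.92 at 15 min and from -0.51 to 0.24 at 60 min. Each of the 11 genes moved in its direction at 15 min in 3 of 3 replicates. Past the threshold at 15 min were BnaC01g11650D and BnaC06g32150D, and with no filter on low counts all 11 genes passed it. With DESeq2's Wald test, which the paper's methods name, 10 of the 11 passed it, so these calls depend on the test. The 2 STZ genes, BnaA09g27780D and BnaC05g21480D, fell by 0.45 and 0.55 on the log2 scale (adjusted p = 0.23 for each, edgeR's quasi-likelihood test). Their adjusted p-values from DESeq2's Wald test were 0.012 and 0.0033. BnaA09g27780D then differed between 60 and 15 min by 0.49 (adjusted p = 0.0091), and BnaC05g21480D by 0.25 (adjusted p = 0.21).

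**Figure D1:**
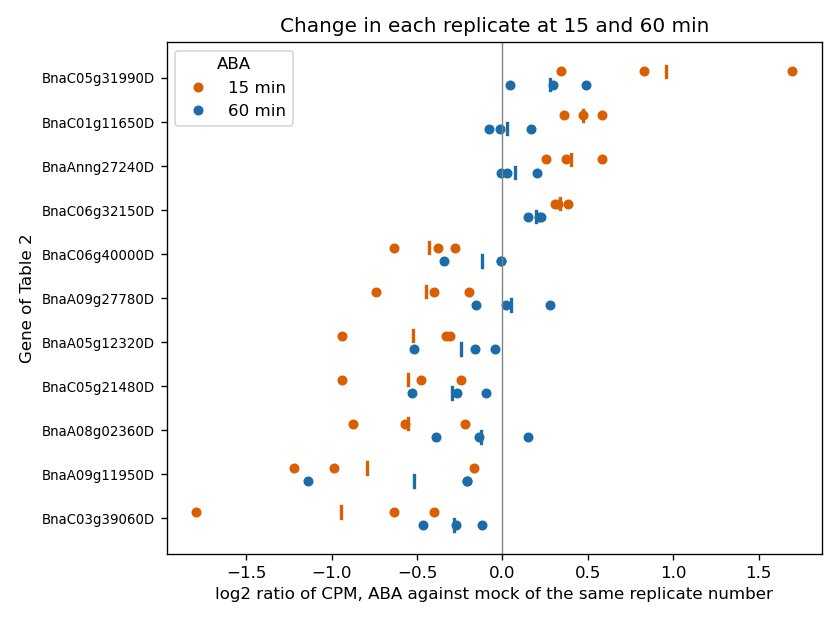
Log2 ratio of CPM between ABA-treated and mock-treated samples of the same replicate number (x axis) for the 11 genes (y axis), at 15 min in orange and 60 min in blue. Points are the 3 replicates and vertical ticks their mean. The 15-min points of each gene lie on one side of 0.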

Table 2 lists the genes that are rapidly regulated at 15 min of exposure to ABA before returning to steady-state levels by 60 min. Although only a few genes exist for this category, they hint at an initial transient response to ABA. Examination of the literature provides indications for possible roles for some of these genes. *FAB1C*, a predicted 1-phosphatidylinositol-3-phosphate 5-kinase, is known to be responsible for fast closure of the stomata, and a mutation in this gene causes slow stomatal closure (Bak et al. 2013). This role would be consistent with our observation that *FAB1C* is up-regulated during this initial response and subsequently returns to basal levels without a role in the later ABA response. 

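FAB1C (BnaC06g32150D) had 16.2 ± 1.81 CPM (SD, n = 3) in mock-treated samples, 20.4 ± 1.82 at 15 min and 18.6 ± 2.52 at 60 min. Its log2 fold change was 0.34 at 15 min (standard error 0.06, adjusted p = 0.049 from edgeR's quasi-likelihood test) and 0.20 at 60 min (standard error 0.06, adjusted p = 0.037). It was higher than in the mock-treated sample of the same number in 3 of 3 replicates at both times. The 2 time points differed by -0.14 (standard error 0.06, adjusted p = 0.12). Leaving out any one replicate raised the adjusted p at 15 min to between 0.12 and 0.75. With libraries scaled by total count alone, the log2 fold change at 60 min was -0.10.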

In context of the role of ABA in seed maturation and dormancy, *CYP707A1* is known to be expressed in mid-maturation and is then down-regulated in late maturation (Okamoto et al. 2006). *CYP707A1* encodes an abscisic acid 8’-hydroxylase, a key enzyme in the oxidative catabolism of ABA (Kushiro et al. 2004). Perhaps a similar feedback mechanism could be activated upon treatment of guard cells with ABA, which may explain the initial up-regulation and then return to basal expression of *CYP707A1*.

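The 2 CYP707A1 genes of Table 2 were higher than mock in 3 of 3 replicates at 15 min. BnaC01g11650D had a log2 fold change of 0.47 at 15 min (standard error 0.07, adjusted p = 0.017 from edgeR's quasi-likelihood test) and of 0.02 at 60 min (standard error 0.07, adjusted p = 0.84). The fall from 15 to 60 min was itself past the threshold, at -0.45 (standard error 0.07, adjusted p = 0.0014). Without replicate 1 the adjusted p at 15 min was 0.52, and without replicate 2 it was 0.059. BnaAnng27240D had a log2 fold change of 0.40 at 15 min (adjusted p = 0.080) and 0.07 at 60 min, and fell between the time points by 0.33 (adjusted p = 0.012). BnaA03g43960D, another CYP707A1 gene that Table S1 lists, had a log2 fold change of 0.45 at 15 min (adjusted p = 0.65) and rose by 1.31 at 60 min (adjusted p = 1.9e-04).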

**Table 2:** Genes exhibiting transient regulation within the first hour of ABA treatment

Temporal Pattern	*B. napus* gene	*A. thaliana* gene	Common name	FDR at 15 min	FDR at 60 min
Only down-regulated at 15 min	BnaA05g12320D	AT2G30040	MAPKKK14	0.00986	0.195
Only down-regulated at 15 min	BnaA08g02360D	AT1G49850		0.03198	0.683
Only down-regulated at 15 min	BnaA09g11950D	AT1G64090	RTNLB3	0.02868	0.071
Only down-regulated at 15 min	BnaA09g27780D	AT1G27730	STZ	0.00735	0.814
Only down-regulated at 15 min	BnaC03g39060D	AT3G15353	ATMT3	0.02381	0.718
Only down-regulated at 15 min	BnaC05g21480D	AT1G27730	STZ	0.00029	0.889
Only down-regulated at 15 min	BnaC06g40000D	AT1G79660		0.02328	0.485
Only up-regulated at 15 min	BnaAnng27240D	AT4G19230	CYP707A1	0.00192	0.074
Only up-regulated at 15 min	BnaC01g11650D	AT4G19230	CYP707A1	0.01032	0.536
Only up-regulated at 15 min	BnaC05g31990D			0.01387	0.088
Only up-regulated at 15 min	BnaC06g32150D	AT1G71010	FAB1C	0.01980	0.513

## Gene regulation in gene families is largely conserved from the ancestor

Much is known about ABA signaling in Arabidopsis guard cells. To make use of the existing literature on *A. thaliana* genes, we mapped *B. napus* genes to their corresponding closest *A. thaliana* (syntenic or non-syntenic) homologs. *B. napus* is the product of a number of genome duplication and fractionation events since diverging from its most recent common ancestor with *A. thaliana*. Therefore, multiple *B. napus* genes map to the same *A. thaliana* ortholog. For the purposes of this study, these groups of orthologous *B. napus* genes are considered to be gene families resulting from the duplication of a shared ancestral gene.

It is generally thought that gene duplication through evolution allows for specialization of the supernumerary copies, either spatially, temporally or functionally. To investigate the evolution of drought responses in *B. napus*, we assessed a possible divergence in the response of individual *B. napus* genes compared to their Arabidopsis counterparts. Most gene families do not appear to have diverged, possibly due to insufficient evolutionary time: Fig. S5A shows a consistent overall regulation of *B. napus* gene family members with each other, as well as with their Arabidopsis ortholog(s). Groups of paralogous genes (assumed to be evolved from the same ancestral gene) are observed to have correlated genetic expression, suggesting conservation of the regulatory response. A few gene families have a higher standard deviation of their gene regulation (Fig. S5B), eight of which show a particularly high inconsistency within their members (SD > 1.6, Table 3).

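Table 3 lists 31 genes in 8 families, of which 23 had enough counts to be tested. Over the tested members the SD of the log2 fold changes at 60 min exceeded 1.6 in 5 families. It was 2.72 for AtGALT2, 1.84 for ANAC072, 1.96 for AT3G17520, 2.83 for AtDJ1C and 1.88 for ATTSPO. It was 0.95 for AT3G15670, 0.31 for AT3G02480 and 0.31 for AFP1, where only 2 members each were tested. The members left out of these 3 families and of AT3G17520 and AtDJ1C had at most 21 counts in any sample. The value for AT3G17520 rests on BnaC03g40050D, which had 0, 0 and 4 counts in mock-treated samples. It was 0.56 without replicate 3, 2.93 without replicate 2 and 2.22 without replicate 1, and 0.09 with the filter at a mean of 50 counts. Without replicate 3 and with that filter 4 families exceeded 1.6. With fold changes shrunken by DESeq2's normal prior and all members included, all 8 families had an SD over 1.6, from 1.63 to 2.23. The SDs are between members of a family, so the error of each fold change adds to them.

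**Figure D2:**
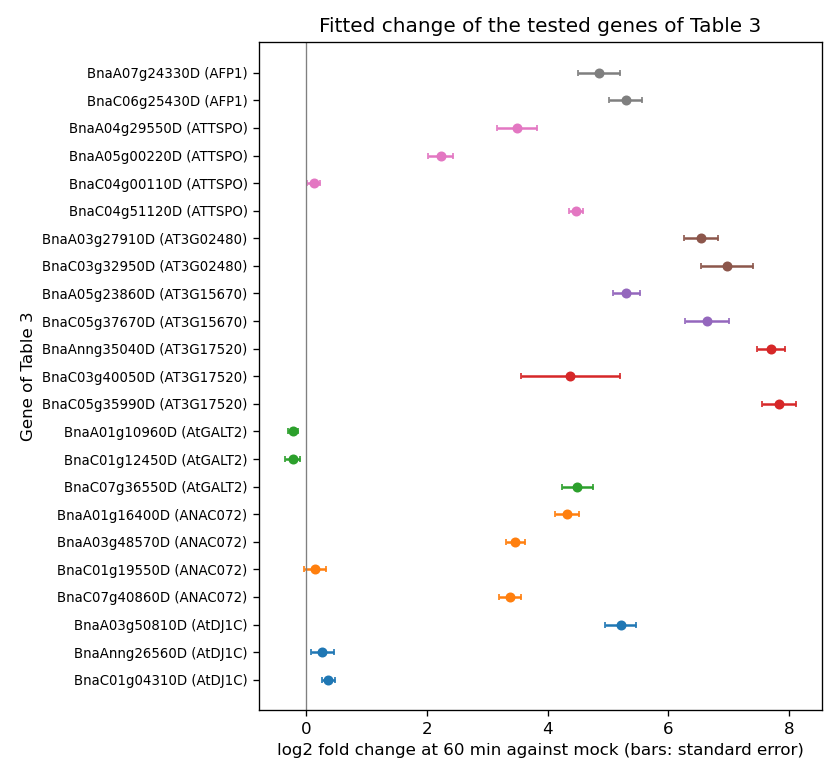
Log2 fold change at 60 min against mock (x axis) of the 23 tested genes of Table 3 (y axis, coloured by family), with bars for the standard error. The AtGALT2, ANAC072, AtDJ1C and ATTSPO families each hold a tested member between -0.23 and 0.27 and another above 4. Scaled by total count alone, the lowest ANAC072 member lay at -0.15 and the lowest AtDJ1C member at -0.03.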

**Table 3:** Table of B. napus genes with the most divergent fold changes in their gene families. All gene families with a standard deviation of their fold changes at 60 min of ABA treatment more than $$1.6$$ were selected and their member genes listed

#	A. thaliana Ortholog	*B. napus* gene	*A. thaliana* common name	log2 (Fold Change)	Adjusted *p*.-value
1	AT4G21060	BnaA01g10960D	AtGALT2	-0.2087579	0.17604
	AT4G21060	BnaC01g12450D	AtGALT2	-0.2131616	0.32058
	AT4G21060	BnaC07g36550D	AtGALT2	3.3005180	< 2e-16
	AT4G27410	BnaA01g16400D	ANAC072	3.6033603	< 2e-16
2	AT4G27410	BnaA03g48570D	ANAC072	3.3041495	< 2e-16
	AT4G27410	BnaC01g19550D	ANAC072	0.1300110	0.70897
	AT4G27410	BnaC07g40860D	ANAC072	3.1791690	< 2e-16
	AT3G15670	BnaA01g28600D	NA	0.6381671	NA
3	AT3G15670	BnaA05g23860D	NA	4.3448604	< 2.22e-16
	AT3G15670	BnaC01g35900D	NA	0.0754009	NA
	AT3G15670	BnaC03g39230D	NA	0.0512065	NA
	AT3G15670	BnaC05g37670D	NA	4.0675792	< 2.22e-16
	AT3G02480	BnaA01g32930D	NA	-0.0509738	NA
4	AT3G02480	BnaA03g27910D	NA	4.4150238	< 2.22e-16
	AT3G02480	BnaC03g32950D	NA	2.2319576	4.1865e-12
	AT3G17520	BnaA03g34560D	NA	0.4042299	NA
5	AT3G17520	BnaAnng35040D	NA	5.0627122	< 2.22e-16
	AT3G17520	BnaC03g40050D	NA	1.4258471	2.1121e-05
	AT3G17520	BnaC05g35990D	NA	3.5844242	< 2.22e-16
	AT4G34020	BnaA03g50810D	AtDJ1C	3.8242444	< 2e-16
6	AT4G34020	BnaAnng26560D	AtDJ1C	0.2359967	0.478637
	AT4G34020	BnaC01g04310D	AtDJ1C	0.3422487	0.090944
	AT4G34020	BnaC01g04320D	AtDJ1C	-0.0557400	NA
7	AT2G47770	BnaA04g29550D	ATTSPO	2.7599247	< 2.22e-16
	AT2G47770	BnaA05g00220D	ATTSPO	1.9034236	7.381e-16
	AT2G47770	BnaC04g00110D	ATTSPO	0.1170079	0.58354
	AT2G47770	BnaC04g51120D	ATTSPO	4.2157486	< 2.22e-16
8	AT1G69260	BnaA07g24330D	AFP1	3.7297320	< 2.22e-16
	AT1G69260	BnaA07g27800D	AFP1	0.6839890	NA
	AT1G69260	BnaC06g25430D	AFP1	4.1553036	< 2.22e-16
	AT1G69260	BnaC06g30430D	AFP1	0.0644924	NA

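The AtDJ1C family has 4 members in the annotation, BnaA03g50810D, BnaAnng26560D, BnaC01g04310D and BnaC01g04320D. BnaA03g50810D had 0.0525 ± 0.0271 CPM (SD, n = 3) in mock-treated samples and 2.00 ± 1.14 at 60 min. Its log2 fold change was 5.22 (standard error 0.26, adjusted p = 1.8e-06 from edgeR's quasi-likelihood test), a 37.2-fold rise. It rests on 5, 3 and 11 counts in the mock-treated samples, against 207, 82 and 352 at 60 min. On so few counts the standard error of 0.26, derived from the F statistic, may be too small, and DESeq2 gave 0.43. At 15 min the log2 fold change of BnaA03g50810D was 2.53 (standard error 0.30, with the same limit, adjusted p = 0.0052). Fold changes shrunken with DESeq2's normal prior gave 13.8-fold. BnaAnng26560D had a log2 fold change of 0.27 (standard error 0.19, adjusted p = 0.36). BnaC01g04310D had 0.36 (standard error 0.11, adjusted p = 0.035), and an adjusted p of 0.11 with DESeq2's Wald test. BnaC01g04320D had at most 1 count in any sample and was not tested. With libraries scaled by total count alone, BnaAnng26560D had a log2 fold change of -0.03.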

Group 6, for instance, contains four members, three of which do not significantly react to ABA stimulation while a fourth member (BnaA03g50810D) is more than 14-fold up-regulated. Interestingly, datasets from AtGeneExpress also identify the corresponding Arabidopsis ortholog (AT4G34020) as ABA-activated, revealing a conserved function for this duplicated gene (Goda et al. 2008). Conversely, group 2 has three members that are highly regulated by ABA (9 to 12-fold up-regulation), with a fourth member not statistically different during ABA-treatment compare to mock-treated GC. 

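The ANAC072 genes BnaA01g16400D, BnaA03g48570D and BnaC07g40860D rose at 60 min by 4.32, 3.46 and 3.37 on the log2 scale (standard errors 0.20, 0.16 and 0.18). The lowest fold change of the 3 ANAC072 genes was 10.4, and the highest fold change of the 3 ANAC072 genes was 20.0. Their adjusted p-values were 1.6e-06, 1.3e-06 and 2.7e-06 in edgeR's quasi-likelihood test, and each was higher in 3 of 3 replicates. The same genes were already differentially expressed at 15 min, with log2 fold changes of 1.55, 1.47 and 1.64. The fourth member, BnaC01g19550D, had 1.13 ± 0.424 CPM (SD, n = 3) in mock-treated samples and 1.29 ± 0.661 at 60 min. Its log2 fold change of 0.14 (standard error 0.18, adjusted p = 0.60) became -0.15 with libraries scaled by total count alone.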

The corresponding Arabidopsis gene (AT4G27410, RESPONSIVE TO DESICCATION 26) encodes a NAC transcription factor induced in response to desiccation that acts as a transcriptional activator in ABA-mediated dehydration response (Fujita et al. 2004).

## Many known ABA signaling genes are up-regulated at both 60 min and 15 min

ABA synthesis and signaling networks has been comprehensively discussed (Hauser et al. 2011). Hauser and colleagues list 147 *A. thaliana* genes that encode proteins involved in ABA responses, including transcription factors, kinases, ion channels, and signaling proteins (refer to Table S1 in Hauser et al. 2011). We investigated whether the expression of *B. napus* orthologs of these *A. thaliana* genes are also regulated by ABA in guard cells. Moreover, the *B. napus* orthologs of the ABA signaling *A. thaliana* genes were used to test for the enrichment of ABA responsive genes, as shown in Fig. 3.

**Fig. 3:**
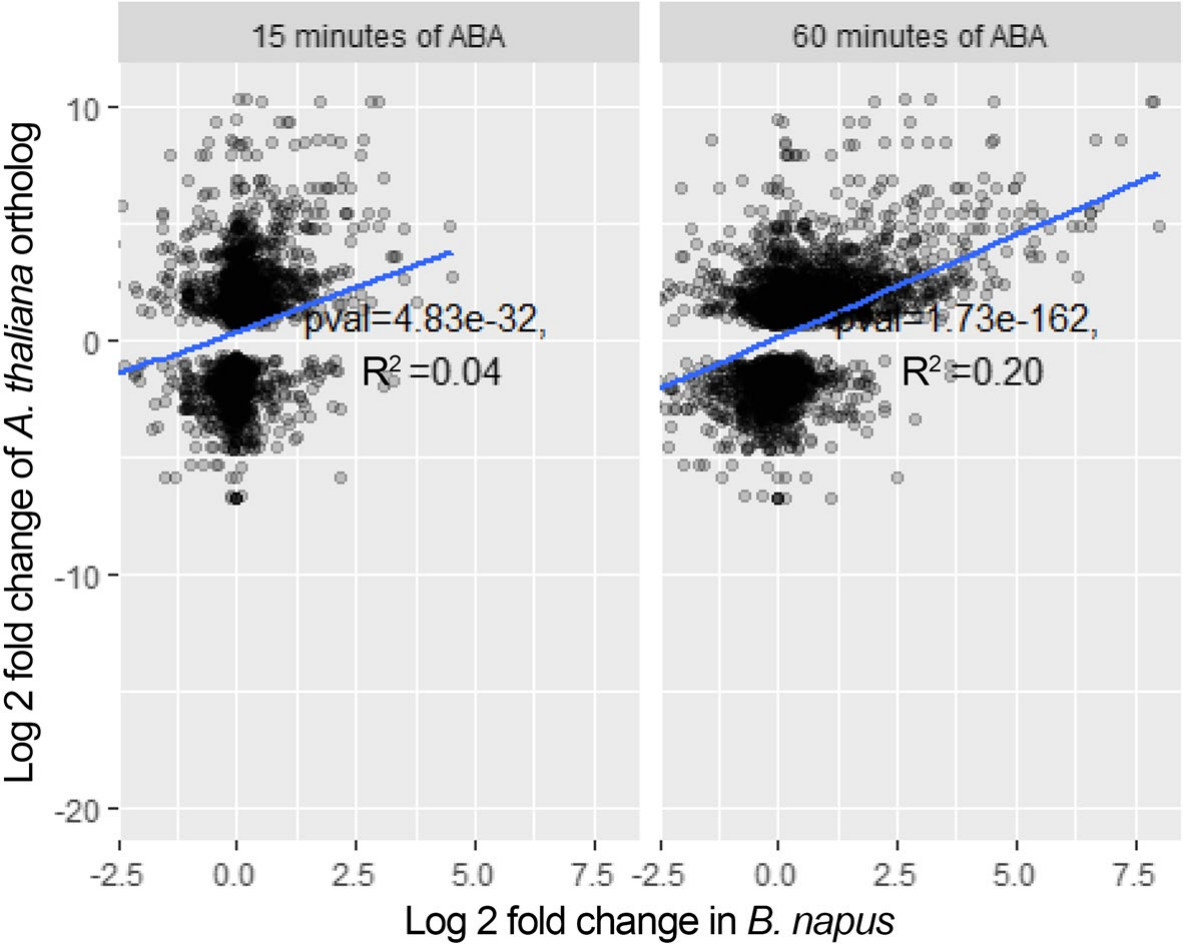
Statistically significant correlation of the ABA response in *A. thaliana* and *B. napus* guard cell protoplasts. The log2 fold change observed in *B. napus* after 15 min and 60 min of ABA treatment is plotted against that of the corresponding Arabidopsis ortholog after 3 h of ABA treatment as reported in Wang et al. (2011). Only significantly differentially expressed genes were reported for the Arabidopsis experiment, resulting in the missing horizontal band in the figure. The p-value for the statistical significance of the correlation and $${R}^{2}$$ values for each time point are overlayed in the plots

A p-value (using the hypergeometric test) for the enrichment of the orthologs of the ABA signaling genes among differentially expressed genes (Tables S1 and S3) at 15 min was determined as P = $$1.96\times {10}^{-19}$$. For 60 min of ABA treatment, the p-value was $$1.02\times {10}^{-51}$$. To more thoroughly compare them and to estimate the effect size, we also examined chi-square and G tests and calculated the Cramer's V (which computes the correlation between two tables), evaluating the up-regulated and down-regulated genes separately (Tables S2 and S4).

Even though the correlation between known ABA signaling pathway genes and differential expression is significant, the effect size (Cramer's V) is small at $$0.048$$ for 15 min and $$0.058$$ for 60 min. These results indicate that there is only a small core of genes in the ABA signaling pathway that are similarly regulated in response to ABA. To test whether this observation is unexpectedly low, we examined the statistical significance and effect size of the enrichment of ABA signaling genes reported for differentially expressed genes in *A. thaliana* (Tables S5 and S6). For genes significantly enriched for differential regulation in ABA signaling at both 15 min and 60 min of ABA treatment (p-value < $$2\times {10}^{-16}$$), we found that the correlation in *A. thaliana*, with a Cramer's V of $$0.073,$$ is only slightly better than that at 60 min for *B. napus* (0.058). We conclude that the ABA signaling network and its regulation in guard cells is largely conserved from *A. thaliana* to *B. napus* and that the regulation of the genes in this network is more pronounced at 60 min of treatment than at 15 min, consistent with an increased magnitude of the transcriptomic response. Because the signaling network is composed of various, additional processes such as post-translational modifications, protein binding, and transport, not all relevant genes are expected to be transcriptionally regulated. This consideration may be especially true for rapid responses, as in ABA-induced stomatal closure, and may explain the overall low effect size found for both conditions and both organisms. To compare the known stress responses with this ABA treatment, we analyzed the fold change of known stress markers taken from (Kilian et al. 2007) in Fig. 4.

**Fig. 4:**
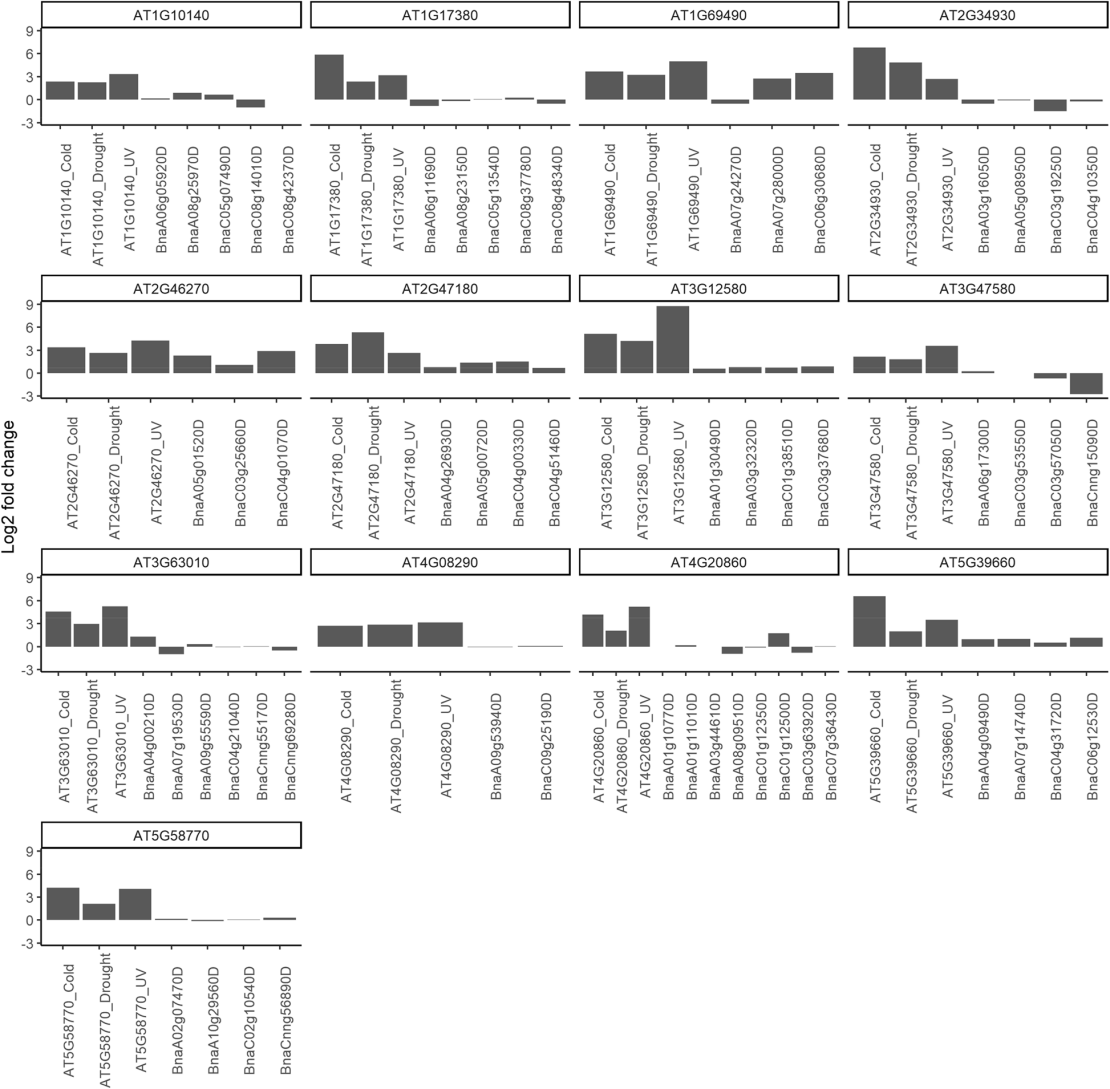
The differential expression of a number of stress markers from Kilian et al. (2007) with corresponding *B. napus* genes. y-axis shows log2 fold change in the expression level of the genes. The expression levels of Arabidopsis genes in response to cold, drought, and UV are shown. The expression level of the *B. napus* orthologs of each Arabidopsis gene is also shown

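Fig. 4 covers 56 B. napus genes, of which 41 had enough counts to be tested. At 60 min 20 were differentially expressed, 17 higher and 3 lower, and 2 were at 15 min. Adjusted over the list alone the numbers were 21 at 60 min and 3 at 15 min. The highest log2 fold change of the tested genes at 60 min was 3.31, and the median was 0.27. All 4 orthologs of AT2G47180 and all 4 of AT3G12580 were higher at 60 min. None of the 4 tested orthologs of AT1G10140, the 3 of AT1G17380 or the 2 of AT3G47580 passed the threshold. Scaling by total count alone turned the split into 15 higher and 11 lower. Without the replicate block 3 passed at 60 min, all 3 higher.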

## Regulatory interactions and the observed differential expression

First, we plotted the differential expression of certain known ABA related transcription factors in Fig. 5. Notably, *ABF3*, *ABF4*, *MYB44*, and *RD26* were up-regulated. 

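Of the 74 transcription factor genes in Fig. 5, 68 were tested, and 37 were differentially expressed at 60 min, 35 of them higher. Adjusted over the list alone there were 39 at 60 min and 12 at 15 min, where 7 passed the threshold over all genes. Without the replicate block 14 passed at 60 min. The 3 ABF3 genes rose by 3.57 to 3.93 on the log2 scale at 60 min. At 15 min their log2 fold changes were 0.86 to 1.13, and none passed the threshold. BnaC07g44670D, the ABF3 gene with the most counts, had 26.4 ± 2.45 CPM (SD, n = 3) in mock-treated samples and 452 ± 233 at 60 min (log2 fold change 3.93, standard error 0.27, adjusted p = 8.8e-06, edgeR's quasi-likelihood test). Of 6 ABF4 genes, 5 were higher at 60 min, and BnaA03g35190D had a log2 fold change of 0.29 that became -0.01 under scaling by total count alone. The 3 MYB44 genes BnaA07g11930D, BnaC02g16640D and BnaC07g16030D were higher at both time points, by 4.45, 2.88 and 3.80 at 60 min and by 2.32, 1.33 and 1.96 at 15 min. Of 4 RD26 genes, 3 were higher at both time points. Under scaling by total count alone, 25 genes of Fig. 5 were higher and 14 lower at 60 min.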

Next, we examined the observed differential expression in *B. napus* in reference to the known regulatory interaction network in *A. thaliana*. We used the ARGIS database, which collects known transcription factors and their targets from various *A. thaliana* studies (Davuluri et al. 2003). We examined the extent of agreement between our results and various high-throughput and low-throughput studies, and we also considered the implications for the utilization of the regulatory network during the ABA response. A particular external stimulus, like the application of ABA, may have relatively few direct protein targets. These targets convey the signal through a cascade of reactions such as protein binding, post-translational modifications like phosphorylation and dephosphorylation, and transcriptional factor-DNA binding, among others. The observed change in mRNA accumulation of any gene in response to the stimulus may result from a downstream regulatory relation like a transcription factor binding to a promoter element.

**Fig. 5:**
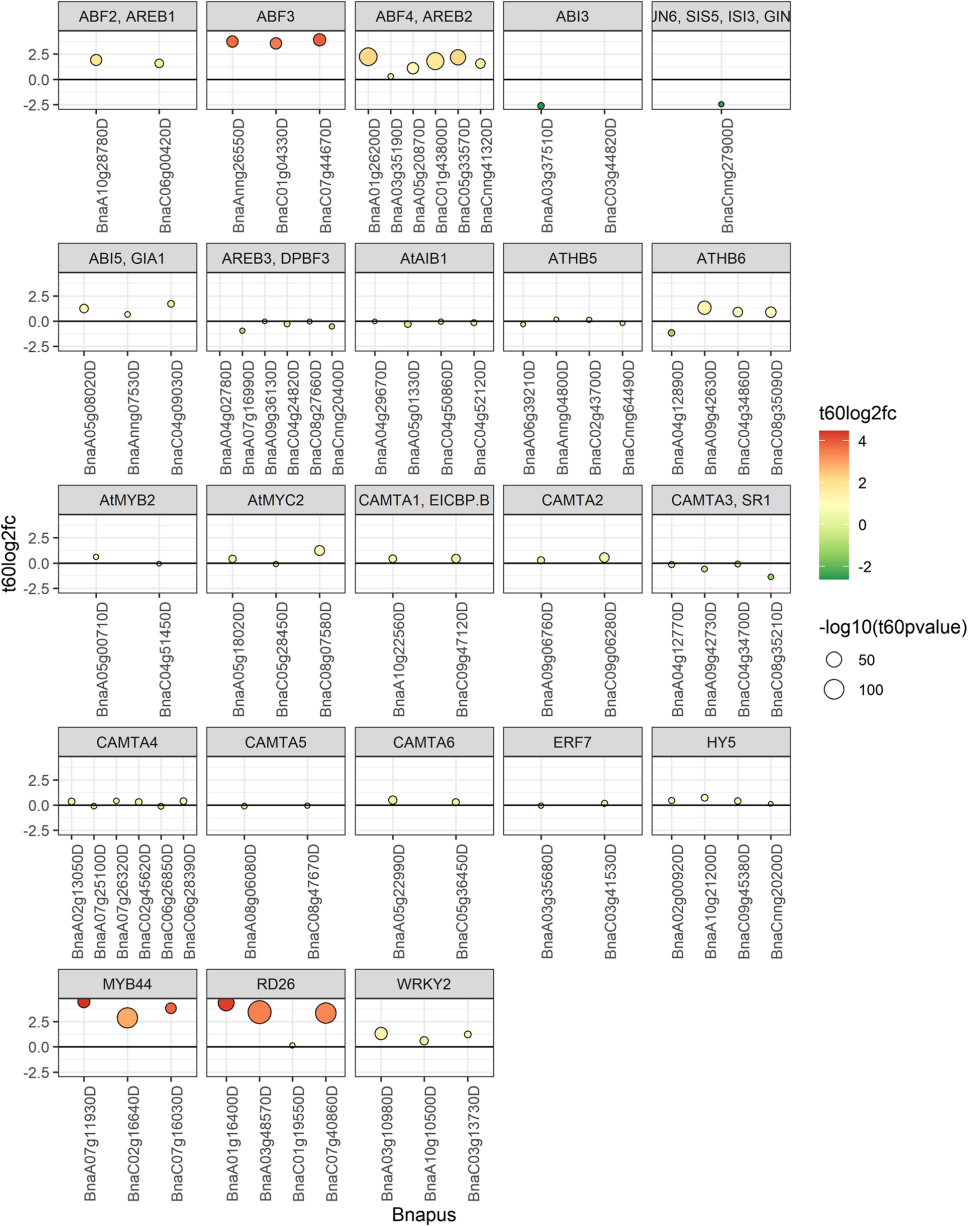
Fold changes of selected *B. napus* ABA related transcription factors after 60 min of ABA treatment

With potentially limited information to explain the changing expression levels of genes, one strategy is to consider the simple case differential gene expression occurring due to a transcription factor affecting the expression of its target. The theoretical effect of a known regulatory interaction on a target is inferred from the type of interaction (activation or repression) and the expression of the transcription factor (up-regulated or down-regulated). For example, if the expression of a transcription factor is up-regulated, and if this transcription factor is known to activate expression of a subset of target genes, we expect to observe the up-regulation of the target. In contrast, if an up-regulated transcription factor is known to repress the expression of its target, we expect to see the target down-regulated. We tabulated this proposed effect of the interaction versus the actual expression of the target under ABA treatment to see if a pattern of interaction might explain the expression of the target.

We quantified the effect of the predicted regulation on the observed regulation with a $$2\times 2$$ contingency table summarized as the odds ratio, defined as the ratio of the fraction of up-regulated genes among those predicted to be up-regulated, divided by the fraction of up-regulated genes among those predicted to be down-regulated. An odds ratio larger than one implies that the estimate is predictive of the observed direction of regulation. However, the cross-tabulation does not show this effect when using all known interactions from the AGRIS database (Celli et al. 2015). Rather, the opposite is true (with an odds ratio of $$0.46$$). This result implies that many of these known interactions are not functional for the guard cell ABA response or that some subset of these studies may not agree with our results due to the nature of the experiments used to infer the regulatory interactions. For example, these interactions may not be present in all cell types. The accuracy and quality of interactome networks derived from high throughput systematic studies, and whether they are of similar confidence as individual studies, has been debated (Bader et al. 2004; Mrowka et al. 2001). Although the potential problems are better studied for protein–protein interactions, similar issues may arise in transcription factor studies. For this reason, it is reasonable to further evaluate our results in light of only the low throughput studies. Looking at regulatory interactions only from the low throughput studies reporting less than 50 *A. thaliana* interactions, we see a greater fraction of interactions where the direction of differential expression is consistent with the transcriptional interaction. With an odds ratio of 32.5, much larger than 1, and the test being highly statistically significant, the observed differential expression is consistent with the transcriptional network from low-throughput studies. This set of regulatory interactions from low-throughput studies among the differentially expressed genes of *B. napus* is visualized in Fig. 6.

**Fig. 6:**
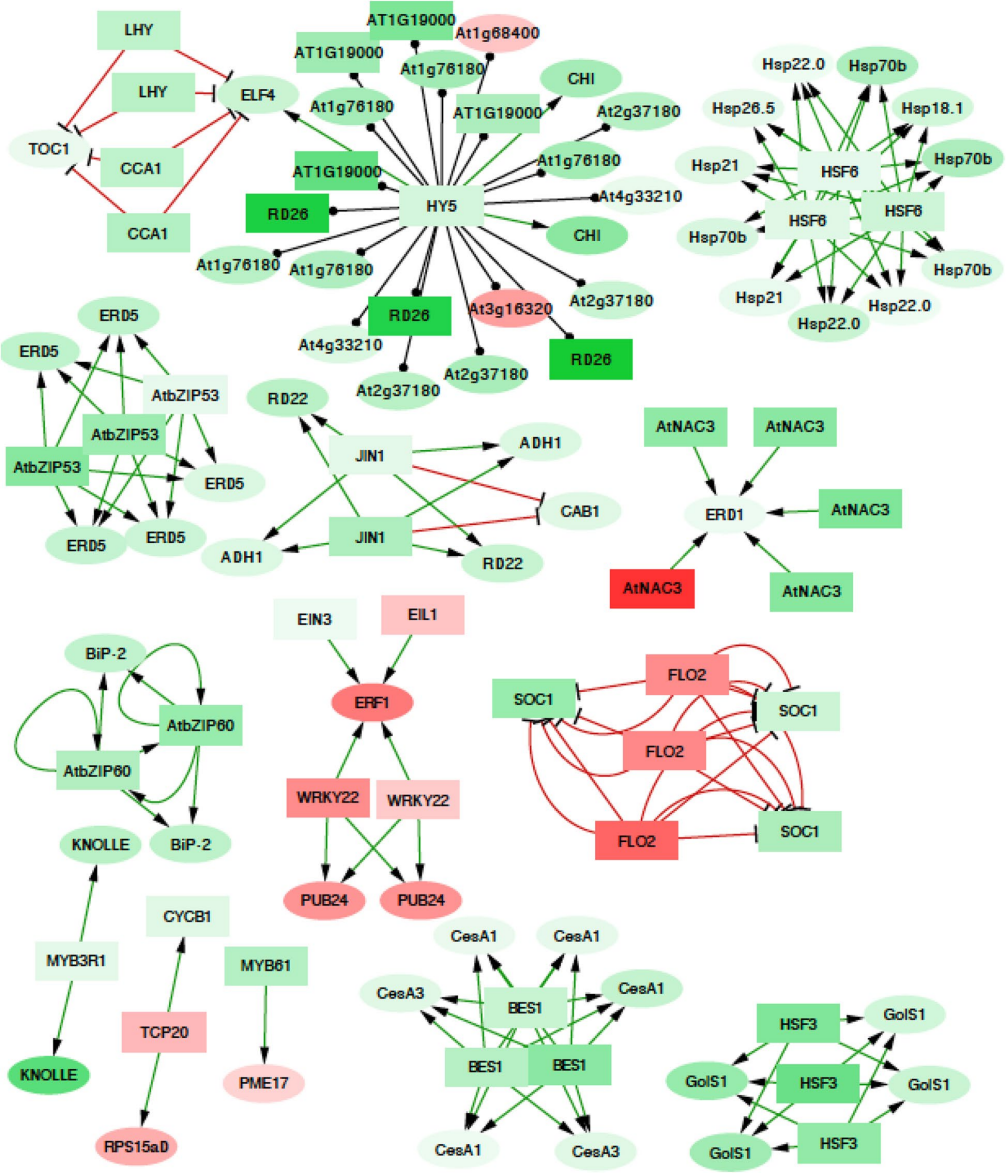
*B. napus* regulatory interactions compiled from the ARGIS low throughput studies ($${\text{N}}<50$$) among differentially expressed genes. The genes are colored for their direction for regulation, with green for up-regulated genes and red for down-regulated genes. The link ends denote the type of regulatory interactions, with pointed arrows, flat heads, and dots on the transcriptional target denoting activation, repression, and unknown interactions

## Proline biosynthesis is up-regulated

We mapped pathways in *B. napus* from the corresponding Arabidopsis orthologs and the metabolic pathways in BioCyc (Caspi et al. 2016). 

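Of the 13 genes of Fig. 7, 9 encode putative Δ1-pyrroline-5-carboxylate synthetase (P5CS) and 4 the reductase (P5CR). At 60 min 6 P5CS genes were differentially expressed and all 6 were higher, while 0 of the 4 P5CR genes passed the threshold. Adjusted over the list alone 6 passed at 60 min and 4 at 15 min, where 2 passed over all genes. BnaA05g05760D rose from 137 ± 28.0 CPM (SD, n = 3) in mock-treated samples to 309 ± 147 at 15 min and 1851 ± 778 at 60 min. Its log2 fold change was 1.06 at 15 min (standard error 0.17, adjusted p = 0.025, edgeR's quasi-likelihood test) and 3.65 at 60 min (standard error 0.18, adjusted p = 1.8e-06). BnaC04g05620D and BnaA03g18760D rose by 3.27 and 3.32 at 60 min, and BnaA04g22810D and BnaC04g46630D by 1.86 and 1.61. BnaA09g35230D rose by 0.20 (adjusted p = 0.032), and its log2 fold change was -0.09 under scaling by total count alone. Under that scaling 5 genes of Fig. 7 were higher and 4 lower at 60 min. The P5CR genes had log2 fold changes between -0.15 and 0.01 at 60 min. At 15 min they were between -1.13 and -0.13, and 0 of the 4 passed the threshold over all genes, while 2 passed when adjusted over the 4 P5CR genes alone.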

As shown in Fig. 7, a number of putative enzymes catalyzing reactions for proline biosynthesis are up-regulated in response to ABA in Brassica guard cells. The role of proline during drought stress is well-known (Ghosh et al. 2022); and proline accumulation in response to drought has been observed in roots and leaves (Kesari et al. 2012; Sofo et al. 2004; Verslues & Bray 2006). Proline can have a number of roles, including increasing amounts of inorganic solutes characteristic of water loss (Samaras et al. 1995), acting as an osmolyte and preventing ROS accumulation (Liang et al. 2013; Wani et al. 2016). It has also been hypothesized that proline accumulation is a mechanism of storing energy to be released once the stress is relieved. Transgenically increasing the levels of delta-1-pyroline-5-carboxylate synthetase, which catalyzes the first step of proline synthesis in potato (Hmida-Sayari et al. 2005), petunia (Yamada et al. 2005) and tobacco (Kishor et al. 1995) was shown to confer drought resistance. The up-regulation of proline biosynthesis genes in guard cells by ABA may reflect the cell’s preparations for longer term drought responses.

**Fig. 7:**
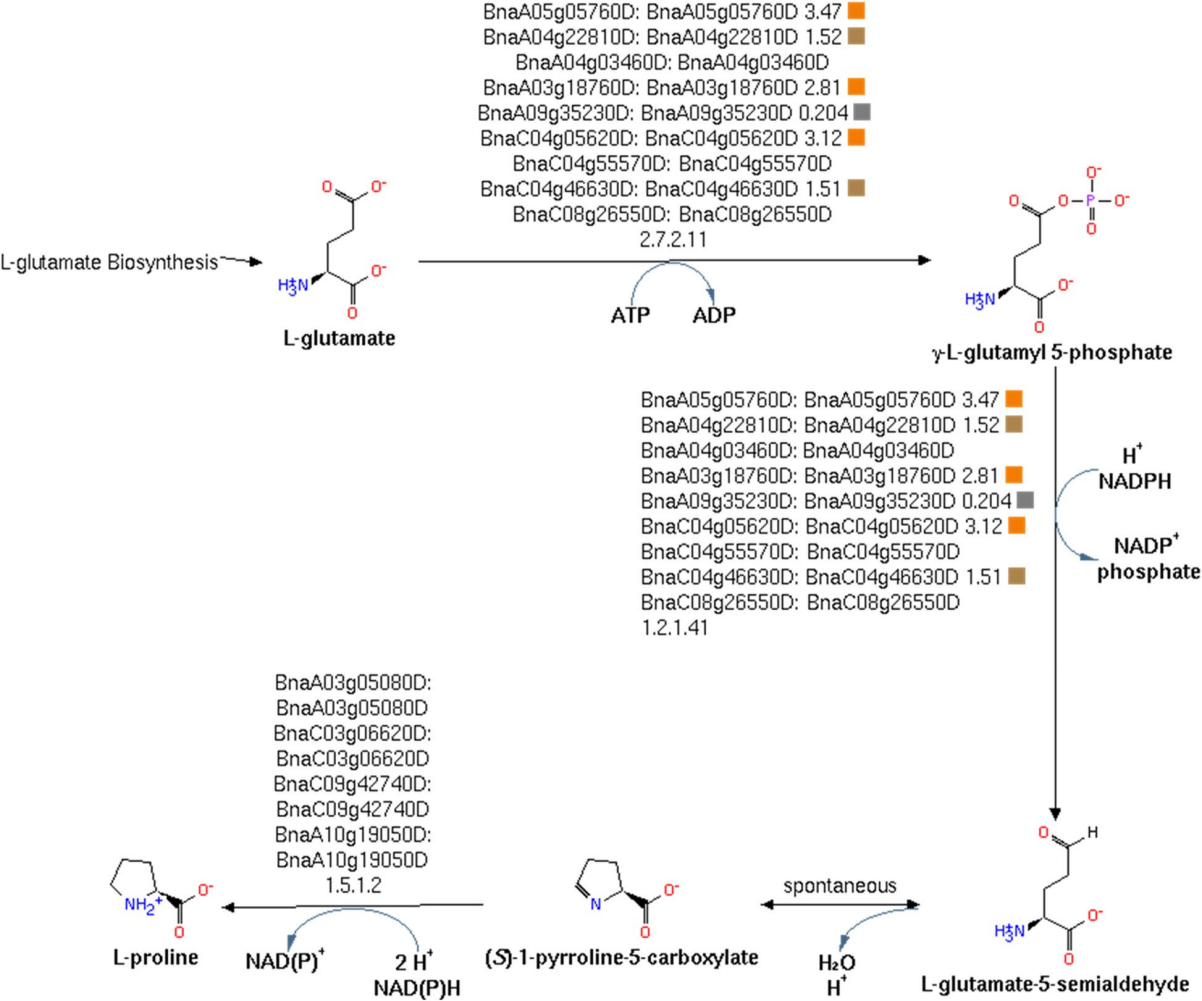
Proline biosynthesis is enriched for ABA responsive genes

## Differentially expressed targets of known ABA signaling transcription factors

Not all regulatory interactions may actually be functional in all physiological conditions. However, knowledge of important regulators of ABA responses can be used to predict potential targets for further enquiry (Table S8). Using the high-confidence (i.e., low throughput) set of regulatory interactions, we selected sets of interactions for which the transcription factors are known ABA signaling molecules and both the regulatory factor and target are differentially expressed. 

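Table S8 names 3 transcription factor genes and 27 target genes. All 30 were differentially expressed at 60 min, 29 higher and 1 lower, so each of the 11 pairs had a changed factor and a changed target. The study chose these genes because they were differentially expressed, so the count is not independent evidence. At 15 min 3 of the 30 passed the threshold over all genes, and 5 when adjusted over the list alone. Without the replicate block 9 of the 30 passed at 60 min. The 2 AtMYC2 genes BnaC08g07580D and BnaA05g18020D rose by 1.25 and 0.42 on the log2 scale (adjusted p = 6.7e-04 and 0.0035, edgeR's quasi-likelihood test), and HY5 (BnaA10g21200D) rose by 0.71 (adjusted p = 0.029, and from 0.0040 to 0.45 over the alternatives), with log2 ratios of 1.02, 1.02 and 0.18 in replicates 1 to 3. HY5 is the factor of 8 of the 11 pairs. It was over the threshold without replicate 1 (0.24) and without replicate 2 (0.17), with only the 2 groups compared (0.065), with scaling by total count alone (0.13) and without the replicate block (0.45). The number of pairs with a changed factor and a changed target was then 2, 2, 3, 1 and 0. The target that fell was BnaC05g37040D, an ortholog of At3g16320, with a log2 fold change of -0.58 (standard error 0.14, adjusted p = 0.012). The CAB1 gene, which Table S8 lists as repressed by AtMYC2, rose with it, opposite to that relation. The targets listed as activated rose with their factors.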

We found 11 transcription factor-target relationships that satisfied these criteria (Table S8). This result suggests candidate genes among the targets that are likely to be involved in ABA signaling. For instance, *RD22* (*RESPONSIVE TO DESICCATION 22*) and *RD26* (*RESPONSIVE TO DESICCATION 26*) have known roles in the response to water deprivation. AT1G76180 (*EARLY RESPONSE TO DEHYDRATION 14, ERD14*) is a Ca^2+^ binding protein involved in the early response to dehydration and cold (Kiyosue et al. 1994). *ADH1* is known to be regulated by both dehydration and hypoxia, *CHI* is involved in the response to UV light, and *ELF4* regulates flowering time.

## Regulation inferred from transcription factor binding sites

The effect of a transcription factor on the expression of its target involves the binding of the transcription factor to a cis-regulatory element in the target gene's promoter region. A transcription factor, or a class of transcription factors, may recognize a specific polynucleotide sequence (Franco-Zorrilla et al. 2014). These binding sites in the promoter regions of *B. napus* genes could provide indications of putative regulatory interactions between *B. napus* transcription factors and their targets. This information may provide a finer view of the regulatory network than simply mapping *A. thaliana* interactions to all the corresponding *B. napus* orthologs.

To determine candidate transcription factors responsible for the differential expression in response to ABA, we searched for known binding sites defined from AtTFDB (Davuluri et al. 2003) in the promoter regions of *B. napus* genes. For each known Arabidopsis transcription factor binding site sequence in our dataset, we calculated the enrichment of the occurrence of the sequence in the promoters of the up-regulated (Table S9) and down-regulated (Table S10) genes versus non-changing genes, with statistical significance provided by the hypergeometric *p*-value adjusted for multiple correction. This analysis revealed that binding sites over-represented in the promoter regions of *B. napus* genes regulated by ABA (see Tables S9 and S10) are also enriched in the promoter regions of *A. thaliana* guard cell ABA responsive genes (Wang et al. 2011). Specifically, the putative ABA responsive element (ABRE) targets that are regulated in an ABA-dependent manner in our study are also up-regulated during drought and cold stress in an ABA-independent manner in other datasets (Agarwal & Jha 2010; Narusaka et al. 2003).

There are 170 distinct *B. napus* transcription factors whose binding sites are enriched in the promoter regions of the up-regulated genes (Table S8). Out of these 170 genes, 29 genes are themselves up-regulated (17%) as opposed to only 1,944 up-regulated genes (with an FDR of less than 5%) out of the total 101,040 genes (1.9%), giving a statistically significant hypergeometric *p*-value of $$4.11\times {10}^{-20}$$ and an effect size of 0.045 in terms of Cramer’s V. Out of the 170 *B. napus* transcription factors, 23 are known members of the ABA signaling pathway (13.5%), whereas only 435 out of the total of 101,040 genes (0.4%) are members of the ABA pathway. This leads to a statistically significant hypergeometric p-value of $$4.86\times {10}^{-29}$$ with a Cramer’s V of 0.082.

## Conclusions

ABA-mediated signaling plays a major role in plant responses to a number of stresses, both biotic and abiotic (Seo & Koshiba 2002; Zhu 2002). The experimental design simplifies the investigation of drought signaling occurring in plants by focusing on relatively rapid ABA-triggered transcriptomic response in a single cell type, namely *Brassica* guard cells. In addition to statistical analysis of the gene expression data, we combined the expression data with known information about metabolic pathways, gene regulatory interactions involving transcription factors and DNA regulatory elements, and evolutionary comparisons to Arabidopsis to highlight conserved mechanisms involved in ABA responses in this cell type. We found qualitatively similar gene expression responses as well as unique gene expression responses at 15 and 60 min of ABA application. 

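The median excess over mock, as the CPM of the ABA-treated sample divided by that of the mock-treated sample of the same replicate number minus 1, was compared between the time points, whose exposures stand in a ratio of 4. Genes were first chosen by a rise of more than 1 on the log2 scale at 60 min in 2 replicates and then measured in the replicate left out, which gave 1691, 2222 and 1455 genes. The ratio of the median excess at 60 min to that at 15 min was 9.53, 9.84 and 6.45 in replicates 1, 2 and 3 (mean 8.61, SD 1.88). For the 209 genes higher and past the threshold at 15 min it was 3.33, 3.27 and 2.66. Those genes were chosen for a high value at 15 min in the same samples, which lowers this ratio. The excess was larger at 60 min in both sets and in every replicate.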

The extent of regulation increases from 15 to 60 min, consistent with a mechanism in which the transcription rate is constant with negligible transcript degradation. Only a few genes show statistically significant regulation with a different dynamic pattern (Table 2).

Comparisons with Arabidopsis show considerable divergence of gene expression in paralogous gene families, but the level of correlation within families is still high. While statistically correlated, we found many differences in the measured guard cell ABA response between *B. napus* and *A. thaliana*. Despite the low statistical power, and hence a smaller number of genes identified at 15 min of ABA treatment, these genes showed a much higher concordance with the Arabidopsis response, with only BnaC02g37590D (corresponding to AT3G28910 or ATMYB30) and BnaC04g28450D (corresponding to AT3G51910 or AT-HSFA7A) showing regulation in the opposite direction. These two genes were up-regulated in *B. napus*, while their Arabidopsis orthologs were down-regulated. Furthermore, we show that the non-coding DNA regulatory elements have diverged within paralogous families, and evolutionary divergence has affected the expression of their target genes.

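BnaC02g37590D, the ATMYB30 ortholog, had a log2 fold change of 0.38 at 15 min (standard error 0.07, adjusted p = 0.054 from edgeR's quasi-likelihood test) and of 0.75 at 60 min (standard error 0.07, adjusted p = 3.9e-05). Its level differed widely between replicates, with 32.3 ± 30.3 CPM (SD, n = 3) in mock-treated samples, and it was higher in 3 of 3 replicates at both times. BnaC04g28450D, the AT-HSFA7A ortholog, had a log2 fold change of 0.69 at 15 min (standard error 0.17, adjusted p = 0.22) and of 1.22 at 60 min (standard error 0.17, adjusted p = 4.9e-04), also higher in 3 of 3 replicates. With DESeq2's Wald test the adjusted p at 15 min was 0.0043 for BnaC02g37590D and 9.1e-04 for BnaC04g28450D.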

Among the metabolic pathways, proline synthesis was found to be up-regulated, consistent with the previous studies. Interestingly, data collected on *aba2-1* subjected to low water potential (Sharma & Verslues 2010) show that proline accumulation is only partially impaired in the mutant, suggesting other regulatory processes are at work. However, when ABA was exogenously applied, proline accumulation was observed back to its expected level, indicating that ABA still directly participates to proline accumulation to some extent. We, therefore, cannot exclude that we are observing the joint effect of ABA application and changes in osmotic pressure, although the role of ABA – even if partial – is confirmed here.

A statistically significant part of the ABA signaling pathway is up-regulated, but most genes in the pathway do not change their expression; and these results were similar for both Arabidopsis and Brassica. We found that regulatory interactions reported in individual small-scale studies in Arabidopsis were more consistent with the observed *B. napus* gene expression profiles than from large-scale screens. We selected these interactions related to the more defined studies to generate the regulatory interaction graph shown in Fig. 7. The regulatory interactions are likely to be actively involved with the ABA response.

## Materials and Methods

### Plant material and growth conditions

All *Brassica napus* plants used in this study were from the double-haploid line DH12075. Brassica seeds were sown on Sunshine Redi-earth Plug & Seedling Mix (Sun Gro Horticulture, Canada) and then stratified for at least 2 d at 4 °C. The plants were grown at 60% relative humidity in 16 h light at 21 °C and in 8 h dark at 18 °C.

## Isolation of guard cell protoplasts

Brassica leaves (~ 70 g) 5–7 weeks old were excised and their central veins removed before blending for 3 × 1 min with a Waring blender in cold water. This first step aims at eliminating mesophyll cells while guard cells are retained in epidermal fragments (See Fig. S1A). After filtering through a nylon mesh (pore size 200 µm) to remove all remaining mesophyll cells, the epidermal fragments were washed thoroughly with water and transferred to a flask containing 100 mL of 0.7% Cellulase R-10 (Yakult Pharmaceutical, Tokyo, Japan), 0.05% Macerozyme R-10 (Yakult), 0.10% polyvinylpyrrolidone 40, 0.25% BSA, 0.5 mM ascorbic acid, and 55% basic medium (0.5 mM CaCl_2_, 0.5 mM MgCl_2_, 5 mM MES hydrate, 0.5 mM ascorbic acid, 10 µM KH_2_PO_4_, 0.53 M D-sorbitol, pH 5.5). The epidermal fragments were incubated in a shaking water bath (175 RPM) at 22 °C for 40–50 min in the dark to digest all epidermal and mesophyll cells. To adjust the osmolality in preparation for the second enzyme digestion, 150 mL of basic medium were added, and the epidermal fragments were incubated for an additional 10 min prior to being collected using a nylon mesh (pore size 200 µm) and washed two times with basic medium. The epidermal fragments were then transferred into a flask containing 50 mL of 1.1% Cellulase RS (Yakult), 0.0075% Pectolyase Y-23 (Duchefa Biochemie, Haarlem, Netherlands), 0.25% BSA, 0.5 mM ascorbic acid, and 100% basic medium. After incubating in a shaking water bath (100 RPM) at 22 °C for 1–1½ h in the dark, the solution containing free guard cell protoplasts was filtered through a single layer of nylon mesh (pore size 20 µm). Basic medium was also poured through the mesh to rinse the epidermal fragments for a total volume of 400 mL. The protoplast solution was centrifuged at 350* g* for 5 min, after which the supernatant was removed. The pellet was resuspended in a small volume of basic medium and then layered carefully on top of an equal volume of gradient solution containing 35% basic medium and 65% Histopaque (Sigma-Aldrich, St. Louis, MO, USA). Following centrifugation at 430* g* for 5 min, the guard cell protoplasts at the interface of the two solutions were isolated. Guard cell number and purity were determined using a hemacytometer. Protoplast preparations with a purity of ~ 99% were kept at 4 °C during the procedure, until used for subsequent experiments.

Next, guard cell protoplasts were subjected to a 10 µM ABA treatment (EtOH was added to the mock-treated sample at an equal proportion) and kept under light at room temperature for 15 min and 60 min. The samples were flash-frozen in liquid nitrogen before being stored at -80 °C until enough material had been collected. Total RNA from 3 independent pools of 3 to 5 preparations each was extracted using the RNeasy Plant Mini Kit (Qiagen) and prepared for sequencing.

## Analysis of differential expression

All the RNAseq reads (100 bp single ended) were aligned to the Darmor genome with TopHat2 (Kim et al. 2013). Reads mapping to genes were counted with HTSeq (Anders et al. 2015). Multi-mapped reads were discarded by HTSeq due to low mapping quality. This lowers the statistical power to detect differential expression for genes with many close paralogs because sequencing reads may align to different paralogs. However, removing these ambiguously mapped reads means that we are confident that we are correctly differentiating the different paralogs and differentially expressed genes are correctly called. Differential expression was calculated with DESeq2 (Love et al. 2014).

Batch effect on replicates was noted and accounted for by including the replicate information in the linear model design matrix. The expected expression level of a gene $$i$$ in sample $$j$$ was modeled as

$${q}_{ij}={s}_{j}\sum^{r}{x}_{jr}{\beta }_{ri},$$

where $${s}_{j}$$ is the sample normalization, $${x}_{jr}$$ is the effect $$r$$ on sample $$j$$ and $${\beta }_{ir}$$ is the effect $$r$$ on gene $$i$$. Specifically in our case, if we arrage our samples blockwise with time as t = 0 (Replicate 1), t = 0 (Replicate 2), t = 0 (Replicate 3), t = 15 (Replicate 1), t = 15 (Replicate 2), t = 15 (Replicate 3), t = 60 (Replicate 1), t = 60 (Replicate 2), t = 60 (Replicate 3), the design matrix $$x$$ is

$$x=\left[\begin{array}{ccccccccc}1& 1& 1& 0& 0& 0& 0& 0& 0\\ 0& 0& 0& 1& 1& 1& 0& 0& 0\\ 0& 0& 0& 0& 0& 0& 1& 1& 1\\ 1& 0& 0& 1& 0& 0& 1& 0& 0\\ 0& 1& 0& 0& 1& 0& 0& 1& 0\\ 0& 0& 1& 0& 0& 1& 0& 0& 1\end{array}\right],$$

where the first 3 rows of the design matrix correspond to the effect of the 3 time points, while the latter 3 rows correspond to the effect of the 3 replicates. This design matrix separates the effects of the conditions and replicates that we observe in Fig. 1.

The actual read counts $${K}_{ij}$$ for gene $$i$$ and sample $$j$$ are assumed to be sampled from a negative binomial distribution with the expected expressions $${q}_{ij}$$ and a gene-specific dispersion $${\alpha }_{i}$$. The corresponding probability mass function of the read counts is

$${\text{Pr}}({K}_{ij}=k)=\frac{\Gamma (k+1/{\alpha }_{i})}{k!\Gamma (1/{\alpha }_{i})}{\left(\frac{{q}_{ij}}{{q}_{ij}+1/{\alpha }_{i}}\right)}^{k}{\left(\frac{1}{1+{q}_{ij}{\alpha }_{i}}\right)}^{1/{\alpha }_{i}}.$$

The dispersion for a gene $${\alpha }_{i}$$ is a shrinkage estimate based on all the observed genes that decreases with increasing mean read counts, as shown in Fig. S1. The p-values for differential expression were obtained by the Wald's test (Wald 1943). Genome wide significance was evaluated by adjusting for multiple testing using the Benjamini–Hochberg correction (Benjamini & Hochberg 1995) and an independent filtering step based on the mean expression rate. An adjusted p-value cutoff corresponding to 0.05 FDR was used to call a gene differentially expressed in all downstream analyses.

## Evaluating the significance of the binding site gain/loss

We use a generalized linear model to evaluate the significance of the loss or gain of a binding site on the differential expression. For a gene $$i$$, let us denote the fold change in expression at $$60$$ minutes of ABA tretment to $$0$$ minutes of ABA treatment as $${\beta }_{i,60}/{\beta }_{i,0}$$. Also, for a particular binding site sequence, let the number of binding site sequences occuring in the promoter region be denoted as $${n}_{i,{\text{BSS}}}$$ and its mapped *Arabidopsis thaliana* ortholog be coded as the categorical variable $${{\text{O}}}_{i}$$. If there are a total of $$M$$ *A. thaliana* genes, then $${{\text{O}}}_{i}$$ is an *M*x1 vector of all zeros except one $$1$$ for the corresponding Arabidopsis gene. We model the log2-fold ratio as

$${\text{log}}2\left(\frac{{\beta }_{i,60}}{{\beta }_{i,0}}\right)={\beta }_{{\text{BSS}}}{n}_{i,{\text{BSS}}}+{\beta }_{{\text{Orth}}}{{\text{O}}}_{i}.$$

The parameter $${\beta }_{{\text{Orth}}}$$ is simply a vector of the mean $${\text{log}}2$$-fold ratio for each gene family, where a gene family are all the *Brassica napus* genes corresponding to the same *Arabidopsis thaliana* gene. The parameter $${\beta }_{{\text{BSS}}}$$ captures the effect of the presence of a binding site sequence on the fold change after correcting for the common ancestry of the genes within a gene family.

We do not necessarily expect the $${\text{log}}2$$ fold changes to be linearly dependent on the binding site sequence presence. However, a significant non-zero value of $${\beta }_{{\text{BSS}}}$$ should signal the dependence of the fold change on the presence of binding site sequence, in a statistical sense. The statistical significance is evaluated as the p-value of the F-test testing for the null hypothesis of $${\beta }_{{\text{BSS}}}=0$$ and the alternative hypothesis of $${\beta }_{{\text{BSS}}}\ne 0$$. Since the diagnostic statistics and F-tests for the high-dimensional categorical predictor parameter $${\beta }_{{\text{Orth}}}$$ were not required, all parameters were estimated by modeling the categorical models as fixed effects using the lfe R package (Gaure 2013).

## Nucleotide substitution rates

Amino acid sequences of the translated cDNAs were aligned using ClustalW2 (Larkin et al. 2007). The aligned protein sequences were used to align the nucleotide sequences using transAlign (Bininda-Emonds 2005). The synonymous and non-synonymous nucleotide substitution rates were calculated in the seqinr R package (Charif & Lobry 2007) using the model of Li (Li 1993). Any values of $${k}_{s}$$ and $${k}_{a}$$ greater than 2 were discared as missing values for subsequent analysis assuming that these might be incorrect ortholog assignments or alignments because we do not expect to observe substitution rates this high across the length of any gene.

## Supplementary Information

Supplementary file 1: **Figure S1 - Figure S5.**

Supplementary file 2: **Table S1 - Table S10.**

## Data Availability

Data used for this study are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254116.

## Abbreviations

ABA: Abscisic acid
ABF: ABRE-binding factor
ABRE: ABA responsive element
ADH: Alcohol dehydrogenase
AGRIS: Arabidopsis gene regulatory information server
AtTFDB: Arabidopsis transcription factor database
BSA: Bovine serum albumin
ELF: Early flowering
ERD: Early response to dehydration
CHI: Chitinase
FAB1C: Phosphatidylinositol-3-phosphate 5-kinase
FDR: False discovery rate
HTSeq: High-throughput sequence analysis in Python
MAPKKK: Mitogen-activated protein kinase kinase kinase
MES: 2-(N-morpholino)ethanesulfonic acid
RD: Responsive to desiccation
ROS: Reactive oxygen species
SnRK2: SNF1-related protein kinase 2

# Supplementary material for: Transcriptomic dynamics of ABA response in Brassica napus guard cells
**Source:** Stress Biol. 2024 Oct 14;4(1):43. doi: 10.1007/s44154-024-00169-7
**Supplement:** Supplementary file 1 — Figure S1 - Figure S5.

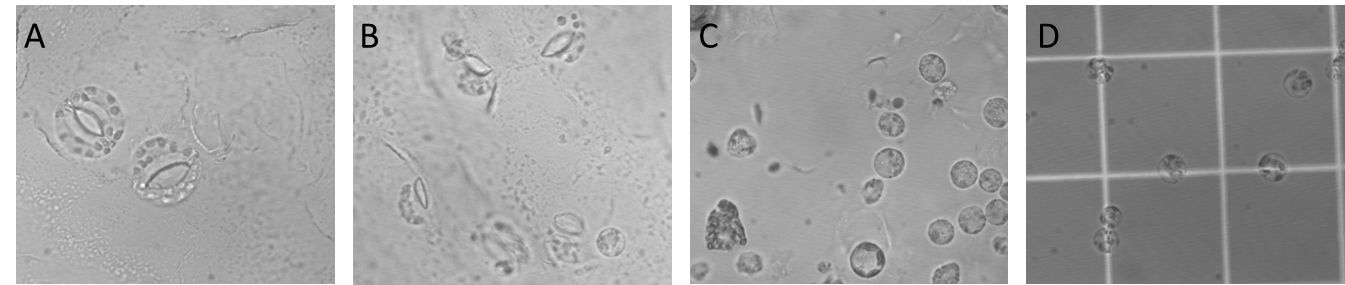

**Fig. S1** Key steps in the purification of isolated guard cells from Brassica napus leaves. Epidermal fragments (A) were thoroughly washed before being subjected to enzymatic digestion of the cell wall to release protoplasts (B). Guard cells protoplasts with minor epidermal cells contamination were then retrieved (C) and purified by centrifugation for subsequent treatment and analysis (D).

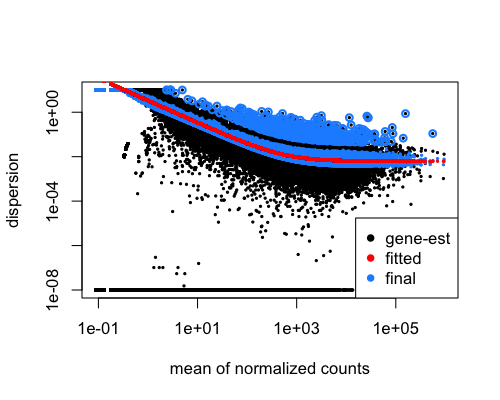

**Fig. S2** Estimate of the dispersion (coefficient of variation) in the noise model for read counts plotted versus the mean read count of a gene. The downward slope implies a negative binomial distribution rather than the Poisson model where the coefficient of variation 1 for all mean values.

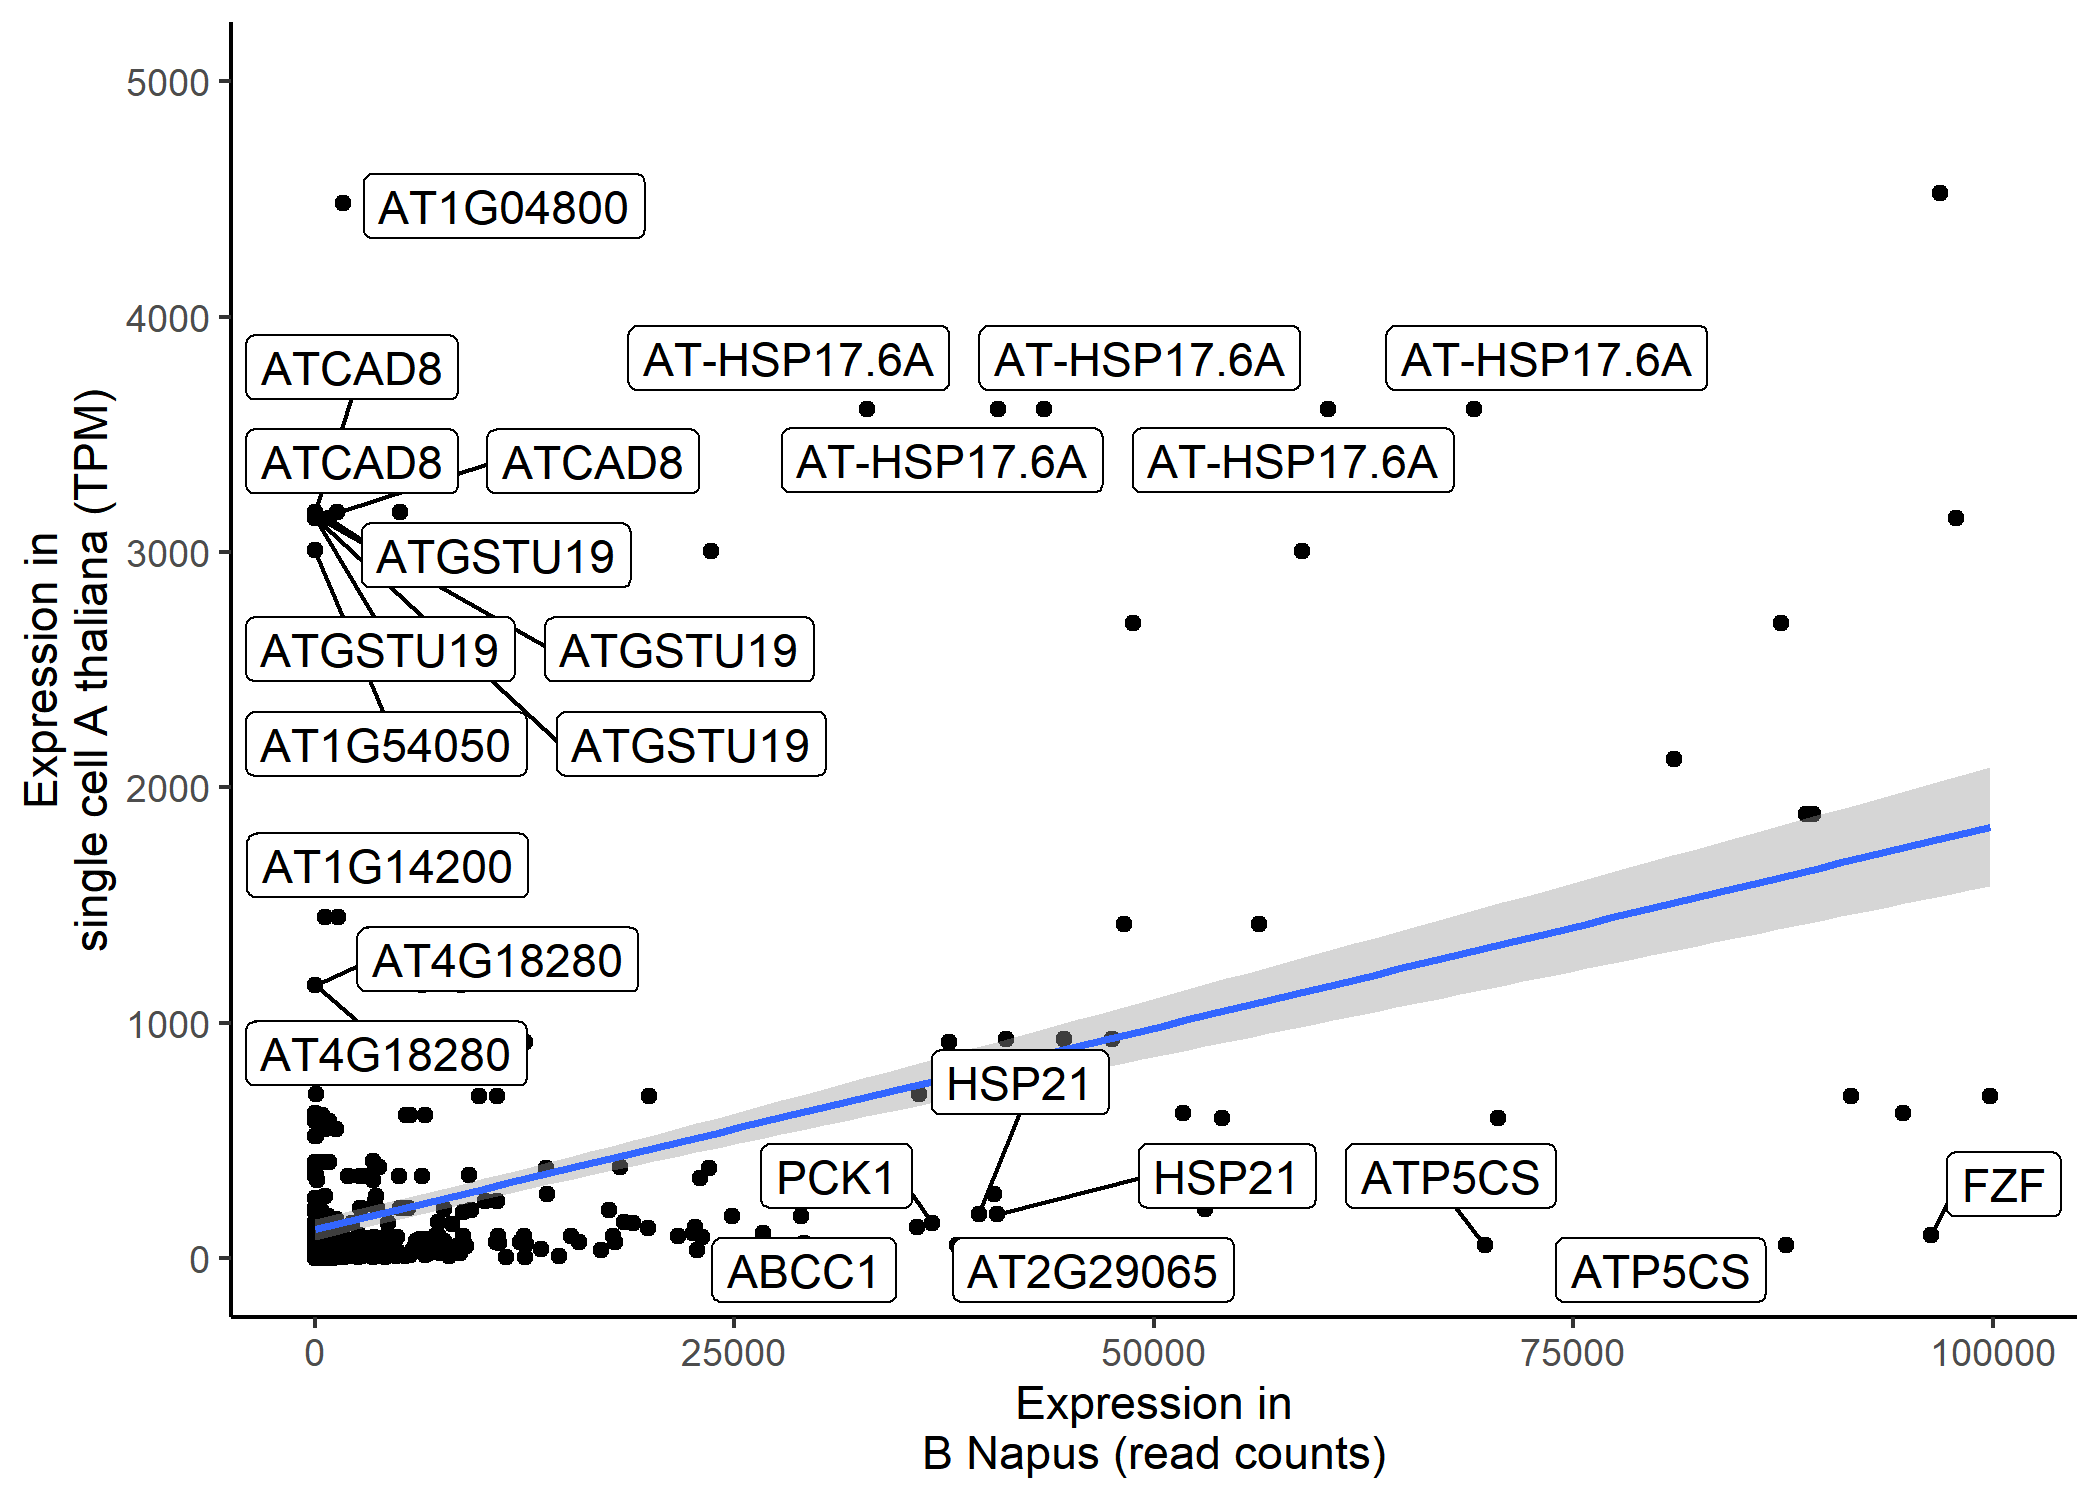

**Fig. S3** Comparison of the expression in sf6 cluster from the single cell paper (representing guard cells) from single-cell stomata data from Lopez-Anido et al. (2021), with average expression (before and after ABA treatment). The overall statistical significance of the linear correlation is a p-value of 10-15. The genes with more divergent expression between the two datasets are marked. Notably, heat shock proteins and proline synthesis pathway genes have divergent expression Gene expression values at the two times are correlated. We plot the log2 fold changes at 15 minutes vs. 60 minutes of ABA treatment for all genes that are significantly regulated (< 5% FDR).

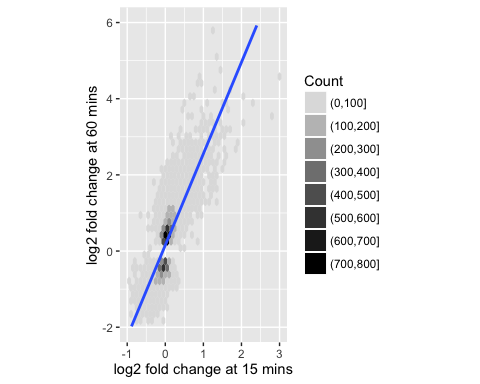

**Fig. S4** Gene expression values at the two times are correlated. We plot the log2 fold changes at 15 minutes vs. 60 minutes of ABA treatment for all genes that are significantly regulated (< 5% FDR) at either time. Each cell in the plot shows the density of genes with a particular combination of log2 fold changes at each time point. The straight line is the linear best fit. Genes that are not significantly differentially expressed at either time are excluded; the best fit estimate reflects stable regulation rather than background variation.

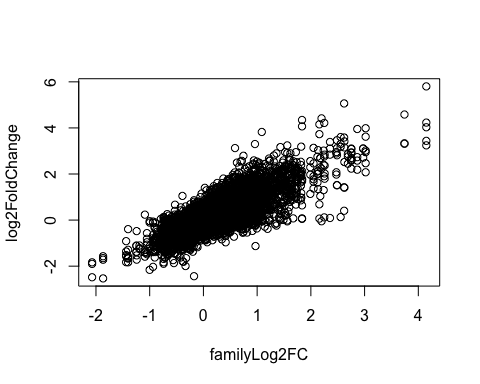
(A)

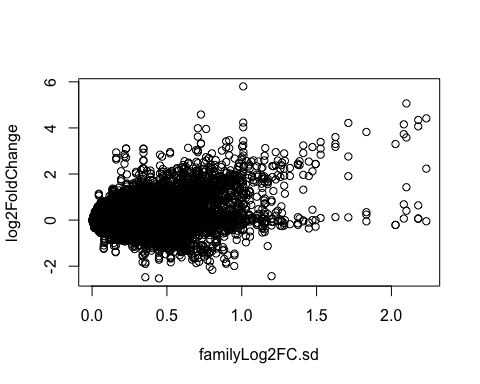

**(B)**

**Fig. S5** (A) Plot of the log2 fold change at 60 minutes of a gene against the family-wise log2 fold change, where family wise log2 fold change is defined as the mean log2 fold change of the group of paralogous genes corresponding to the same A. thaliana gene. (B) Plot of the standard deviation of the family log2 fold change vs. the gene log2 fold change.

# Supplementary material for: Transcriptomic dynamics of ABA response in Brassica napus guard cells
**Source:** Stress Biol. 2024 Oct 14;4(1):43. doi: 10.1007/s44154-024-00169-7
**Supplement:** Supplementary file 2 — Table S1 - Table S10.

**SUPPEMENTAL TABLES**

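All 86 genes of Table S1 were differentially expressed at 60 min in edgeR's quasi-likelihood test, 67 higher and 19 lower, and 85 of them changed by more than 1 on the log2 scale. The study chose these genes by their change at 60 min in the same samples, so this count is not independent evidence. At 15 min 14 passed the threshold over all genes, 12 higher and 2 lower, and 36 when adjusted over the list alone. Without the replicate block 47 passed at 60 min. Genes for ABA receptors of the PYR/PYL family made up 17 of the 19 that fell, and 1 of the 18 receptor genes listed, a PYL9 gene, was higher. These directions were the same under scaling by total count alone. The deepest fall was that of BnaA05g05420D, a PYL6 gene, with a log2 fold change of -5.72 (standard error 0.48, adjusted p = 2.4e-05). Its level in mock-treated samples was 5.19 ± 6.71 CPM (SD, n = 3), a spread larger than the mean, and leaving out each replicate in turn gave log2 fold changes from -6.16 to -4.54. BnaC04g04830D fell by 3.44 on the log2 scale (standard error 0.54, adjusted p = 0.0012), and its log2 fold change without replicate 3 was -2.21. AHG3 (BnaA01g37370D) rose by 3.35 at 15 min (adjusted p = 0.0091) and by 5.98 at 60 min (adjusted p = 1.4e-05).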

**Table S1.** ABA related genes from Hauser et al 2001, that are highly regulated in our experiment, i.e., had an absolute fold change of more than 2, and fdr of less than .01.

**Table S2.** Cross-tabulation of membership in the known ABA signaling network against differential expression at 15 minutes of ABA treatment in B. napus.

|  | Down-regulated in Brassica (15 min.) | Insignificantly regulated in Brassica (15 min.) | Up-regulated in Brassica (15 min.) |
| --- | --- | --- | --- |
| Gene not part of the ABA signaling network | 68 | 100153 | 385 |
| Gene part of the ABA signaling network | 3 | 410 | 21 |

**Table S3**. Tests of statistical significance and the estimated effect size for the association of the known ABA signaling genes and those differentially expressed under 15 minutes of ABA treatment in B. napus.

| Test of association | Statistic | Degrees of freedom | P value | Effect size measure | Effect size |
| --- | --- | --- | --- | --- | --- |
| G-test | 76.50 | 2 | < 2.22e-16 | Contingency coefficient | 0.05 |
| Pearson's $\chi^{2}$ test | 238.58 | 2 | < 2.22e-16 | Cramer's V | 0.05 |

**Table *S*4.** Cross-tabulation of membership in the known ABA signaling network against. differential expression at 15 minutes of ABA treatment in B. napus.

|  | Down-regulated in Brassica (60 min.) | Insignificantly regulated in Brassica (60 min.) | Up-regulated in Brassica (60 min.) |
| --- | --- | --- | --- |
| Gene not part of the ABA signaling network | 4293 | 88857 | 7456 |
| Gene part of the ABA signaling network | 53 | 258 | 123 |

**Table *S*5.** Tests of statistical significance and the estimated effect size for the association of the known ABA signaling genes and those differentially expressed under 60 minutes of ABA treatment in B. napus.

| Test of association | Statistic | Degrees of freedom | P value | Effect size measure | Effect size |
| --- | --- | --- | --- | --- | --- |
| G-test | 235.59 | 2 | < 2.22e-16 | Contingency coefficient | 0.06 |
| Pearson's $\chi^{2}$ test | 356.64 | 2 | < 2.22e-16 | Cramer's V | 0.06 |

**Table S6.** Cross-tabulation of membership in the known ABA signaling network vs. differential expression in A. thaliana due to ABA treatment.

|  | Down-regulated in Arabidopsis | Statistically insignificant regulation in Arabidopsis | Up-regulated in Arabidopsis |
| --- | --- | --- | --- |
| Gene not part of the ABA signaling network | 407 | 18522 | 594 |
| Gene part of the ABA signaling network | 13 | 103 | 21 |

**Table S7.** Pearson's chi-square (Pearson) and the G (Likelihood ratio) for the independence of the known ABA signaling genes and those differentially expressed under 3 hours of ABA treatment in A. thaliana.

| Test of association | Statistic | Degrees of freedom | P value | Effect size measure | Effect size |
| --- | --- | --- | --- | --- | --- |
| G-test | 58.64 | 2 | 1.8463e-13 | Contingency coefficient | 0.07 |
| Pearson's $\chi^{2}$ test | 106.13 | 2 | < 2.22e-16 | Cramer's V | 0.07 |

**Table S8.** Regulatory interactions with known ABA transcription factors among differentially expressed genes. Known? refers to has whether the target is known member of the ABA signaling pathway.

| TF | Target | *B. napus* TF | *B. napus* targets | Type | Known? |
| --- | --- | --- | --- | --- | --- |
| AtMYC2 | ADH1 | BnaC08g07580D, BnaA05g18020D | BnaC06g37860D, BnaA07g33310D | Activation | No |
| AtMYC2 | RD22 | BnaC08g07580D, BnaA05g18020D | BnaC07g29150D, BnaA06g39340D | Activation | No |
| AtMYC2 | CAB1 | BnaC08g07580D, BnaA05g18020D | BnaC03g59520D | Repression | No |
| HY5 | At1g76180 | BnaA10g21200D | BnaC06g36880D, BnaA07g21490D, BnaA07g32420D, BnaA02g36030D, BnaC06g21970D | Unknown | No |
| HY5 | At2g37180 | BnaA10g21200D | BnaC04g08090D, BnaA05g07290D, BnaC04g08100D, BnaA05g07300D | Unknown | No |
| HY5 | At4g33210 | BnaA10g21200D | BnaA01g03630D, BnaC01g04970D | Unknown | No |
| HY5 | At1g19000 | BnaA10g21200D | BnaC08g18480D, BnaA08g22290D, BnaC08g36920D, BnaA09g44370D | Unknown | No |
| HY5 | RD26 | BnaA10g21200D | BnaA01g16400D, BnaC07g40860D, BnaA03g48570D | Unknown | Yes |
| HY5 | At3g16320 | BnaA10g21200D | BnaC05g37040D | Unknown | No |
| HY5 | CHI | BnaA10g21200D | BnaA09g34840D, BnaC08g26010D | Activation | No |
| HY5 | ELF4 | BnaA10g21200D | BnaA05g05560D | Activation | No |

**Table S9.** Binding site sequences over-represented in the putative promoter regions of genes up-regulated by ABA, along with the corresponding transcription factors.

| Binding site sequence (BSS) | Number of promoter regions of up-regulated genes with BSS (out of 7669) | Total number of promoter regions with BSS (out of 101040) | Adjusted pval | *A. thaliana* transcription factor(s) that bind to the BSS | Orthologous *B. napus* transcription factors | Is the transcription factor part of the ABA signaling network? |
| --- | --- | --- | --- | --- | --- | --- |
| ABRE binding site motif | 2625 | 19775 | 2.897e-216 | ABF4 (AT3G19290) | BnaCnng41320D, BnaA01g26200D, BnaC01g43800D, BnaA03g35190D, BnaA05g20870D, BnaC05g33570D | Yes |
| ABFs binding site motif | 2003 | 13791 | 6.162e-200 | ABF1 (AT1G49720), ABF2 (AT1G45249) | BnaC06g02640D, BnaA06g03040D, BnaC06g00420D, BnaA10g28780D | Yes, Yes |
| ABRE-like binding site motif | 6442 | 71043 | 4.318e-181 | NA (NOTAVAILABLE) | NA | No |
| CBF2 binding site motif | 960 | 6780 | 8.816e-81 | ATCBF2 (AT4G25470) | BnaA08g30910D | No |
| GBF1/2/3 BS in ADH1 | 960 | 6780 | 8.816e-81 | AtGBF1 (AT4G36730), ATBZIP54 (AT4G01120), GBF3 (AT2G46270) | BnaC03g61840D, BnaC01g02130D, BnaA01g01100D, BnaA08g15400D, BnaCnng01910D, BnaA09g00170D, BnaC04g01070D, BnaC03g25660D, BnaA05g01520D | No, No, No |
| ERF1 BS in AtCHI-B | 5106 | 57711 | 5.664e-68 | ATERF1 (AT3G23240) | BnaA07g06760D, BnaC07g08360D, BnaA01g23940D | No |
| TGA1 binding site motif | 1633 | 15985 | 4.986e-38 | TGA1 (AT5G65210) | BnaC09g06840D, BnaAnng04720D, BnaC02g43620D, BnaA09g07120D, BnaA06g24140D, BnaC03g49070D | No |
| RAV1-B binding site motif | 6168 | 77449 | 3.646e-15 | AtRAV2 (AT1G68840) | BnaC02g18650D, BnaA02g14040D | No |
| HSEs binding site motif | 2281 | 28000 | 0.001116 | AT-HSFC1 (AT3G24520) | BnaC07g07130D, BnaA03g37460D, BnaC03g43990D, BnaA07g05580D | No |
| DREB1&2 BS in rd29a | 204 | 2036 | 0.001853 | ATCBF2 (AT4G25470) | BnaA08g30910D | No |
| AtMYB2 BS in RD22 | 4689 | 59738 | 0.004914 | ATMYB2 (AT2G47190) | BnaA05g00710D, BnaC04g51450D | Yes |
| E2F-varient binding site motif | 211 | 2182 | 0.01041 | NA (AT2G36011) | NA | No |
| VOZ binding site | 155 | 1541 | 0.01253 | ATVOZ1 (AT1G28520) | BnaC05g21930D, BnaC03g58740D, BnaA08g18270D, BnaA09g27210D | No |
| ARF binding site motif | 7433 | 97264 | 0.03437 | ARF1 (AT1G59750) | BnaC01g28340D, BnaA01g35830D | No |

**Table S10.** Binding site sequences over-represented in the putative promoter regions of genes down-regulated by ABA, along with the corresponding transcription factors.

| Binding site sequence (BSS) | Number of promoter regions of up-regulated genes with BSS (out of 7669) | Total number of promoter regions with BSS (out of 101040) | Adjusted pval | *A. thaliana* transcription factor(s) that bind to the BSS | Orthologous *B. napus* transcription factors | Is the transcription factor part of the ABA signaling network? |
| --- | --- | --- | --- | --- | --- | --- |
| ERF1 BS in AtCHI-B | 2766 | 57711 | 5.794e-06 | *ATERF1 (AT3G23240)* | BnaA07g06760D, BnaC07g08360D, BnaA01g23940D | No |

How the deposited data were processed for this re-analysis (not part of the article)

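RNA was sequenced from guard cell protoplasts of B. napus in 9 samples, 3 mock-treated, 3 exposed to 10 µM ABA for 15 min and 3 exposed for 60 min. Each sample pools several protoplast preparations, and replicate numbers 1, 2 and 3 each join 1 sample of every group. The authors aligned single-end reads to the Darmor genome with TopHat2 and counted reads per gene with HTSeq, which discarded reads that mapped to more than 1 place. The deposited values are these counts per gene, not normalized, for 101040 genes in 9 columns. The library protocol is recorded as single-stranded. The strand setting of the counting and the release of the annotation are not named in the paper's text, so overlapping genes and near-identical copies are uncertain. Gene names come from the paper's tables and figures.

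Total counts ranged from 88051359 to 123968001 per sample, with a median of 121265229, and the mean total at 60 min was 1.10 times that of mock-treated samples. From the counts, TMM scale factors, log2 fold changes, standard errors and adjusted p-values (Benjamini-Hochberg, threshold 0.05) were computed with edgeR 4.0.16 under R 4.3.3. The model held all 9 samples, with a term for treatment and the replicate number as a block, and was tested with edgeR's quasi-likelihood test on the 52881 genes that filterByExpr kept. The standard error is the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM after TMM scaling, and ratios within a replicate were taken on log2 CPM with a prior count of 2. DESeq2 1.42.0 gave the alternative test.

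The replicate block follows the paper's methods, and whether the numbers pair the samples was checked in the counts. Deviations from the group means correlated between samples of the same number in different groups, from 0.715 to 0.851, and between samples of different numbers from -0.588 to -0.156. The first principal component held 43.2% of the variance, of which the replicate number explained 99.6% and the treatment 0.34%. The third held 17.2%, of which the treatment explained 74.8%. No libraries of one group were near copies of each other, since the chi-square per degree of freedom between them was at least 109.

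The tests were tried on simulated counts of 52881 genes, drawn with the means and library sizes of these samples. Each gene was given the typical spread of its expression level, without the scatter of single genes around it. In these counts 200 genes with a mean of at least 50 counts were changed, so recovery may be lower for other genes. At 15 min edgeR recovered 73.5% of the changed genes and DESeq2 69.5%, and at 60 min 96.5% and 95.0%. The 15-min changes were simulated at 0.5 and 1 on the log2 scale. Of those at 0.5, edgeR recovered 52.5% and DESeq2 46.5%. Those at 1 were recovered at 95.0% and 92.9%. The share of false calls was 2.00%, 3.98%, 4.79% and 4.52% for edgeR at 15 and 60 min and DESeq2 at 15 and 60 min. Changes under 0.5 at 15 min are therefore often missed at this depth and number of replicates.

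The alternatives set before the data were examined were DESeq2's Wald test, edgeR's RLE scaling, scaling by total count alone, no filter on low counts, a filter at a mean of 50 counts, no replicate block, a fit of only the 2 groups compared, and leaving out each replicate number in turn. For R2, Table 3 and single genes they also included fold changes shrunken with DESeq2's normal prior. For R2 they included separate libraries for the 2 time points. Counts of genes under the shrunken fit, and R2 over all genes tested, were added after seeing the data. Genes named in the text are those the paper names at its claims and, at each time point, the 2 largest rises and 2 largest falls among genes past the threshold, changed in the same direction in all 3 replicates, with a mean of at least 50 counts. A few genes of the paper's lists were singled out after their values were seen. The single genes followed through the alternatives were also chosen after values of the main test had been seen. The paper's enrichment tests, its promoter analysis, its comparisons with published data of other experiments and Table S9, of which the genes are held only in part, were left out.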

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

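The tests in this part were chosen after the results were seen, apart from the splits of the samples, and Table 2 and Fig. 2 name genes the study chose on these samples.

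Expression differed between the 2 exposure times. No mock was matched to each time, so time in light at room temperature is not separated from ABA exposure. Tested directly with edgeR's quasi-likelihood test, 12516 genes had an adjusted p-value (Benjamini-Hochberg) under 0.05 between 60 and 15 min. If one wrong scale factor for the 60-min libraries had caused them, some other factor would remove most of them. Under shifts of these libraries from -0.6 to 0.6 on the log2 scale in steps of 0.1, the fewest genes past the threshold were 12516, with no shift, and each shift gave genes in both directions. That argues against one scale factor as the whole cause. The split of rises and falls rests on the scaling, since scaling by total count alone left 16.4% of 22807 genes higher, against 60.1% with TMM. The count depended on the replicates. Without replicate 1 there were 3637 genes, 75.7% of them higher, without replicate 2 8762 and without replicate 3 10843. Of the 12516 genes, 3621, 8167 and 9377 were then past the threshold in the same direction, which argues against one replicate as the source of all the calls. For the other genes of the 12516 a part of replicate 1 stays open, and these fits have fewer samples. In fits of only these 6 libraries the real split gave 10169 genes. Of the 4 splits that part all 3 pairs, 1 gave as many, the real one, and the other 3 gave 0. With 4 such splits the share cannot fall under 0.05, so chance and exposure time cannot be told apart by this count alone.

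BnaA06g21560D, which Fig. 2 shows, changed by 1.7498 on the log2 scale from 15 to 60 min (standard error 0.18, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test, and from 3.2e-10 to 0.027 over the alternatives), and was lower than mock in 3 of 3 replicates at 15 min and higher in 3 of 3 at 60 min. Its level was 36.9 ± 8.61 CPM (SD, n = 3) in mock-treated samples, 22.0 ± 4.57 at 15 min and 73.8 ± 5.97 at 60 min. One replicate does not carry the difference between the time points, since at least 0.96069 of it was left without any one of them. The fall at 15 min is less certain. Its log2 fold change was -0.75 (adjusted p = 0.20, and from 0.0013 to 1.00 over the alternatives), with ratios of -0.70, -1.38 and -0.15 in replicates 1 to 3. Without replicate 2 it was -0.43, which leaves 0.57292 of it, and without replicate 3 it was -1.06 (adjusted p = 0.0013). It passed the threshold also with no filter (0.0032) and with only the 2 groups compared (0.035). Since it was not past the threshold in the main test, a fall carried by replicate 2 and a fall in all replicates cannot be told apart. A rise from 15 to 60 min with exposure time stays open as a biological explanation.

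BnaC01g11650D, a CYP707A1 gene, changed by -0.44591 from 15 to 60 min, and at least 0.96934 of that difference and 0.88562 of its rise at 15 min were left without any one replicate, which argues against one replicate as the source of either. Its adjusted p for the difference (edgeR's quasi-likelihood test, DESeq2's Wald test under that alternative) ranged from 7.8e-05 to 0.97 over the alternatives, the highest without the replicate block. A return to the level of mock-treated samples stays open as a biological explanation. Reads shared with other CYP707A1 copies were not tested, as no sequence was used here.

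Outside the genes the paper discusses, the largest changes past the threshold were these. BnaCnng44320D rose by 4.5794 on the log2 scale at 15 min (adjusted p = 2.1e-04, edgeR's quasi-likelihood test) and by 8.1425 at 60 min (adjusted p = 2.7e-07), from 7, 17 and 10 counts in mock-treated samples. BnaA06g06370D rose by 4.5299 at 15 min (adjusted p = 0.0028), from 200, 433 and 397 counts to 6804, 3048 and 25227. BnaCnng58140D had 0, 2 and 0 counts in mock-treated samples and 179, 126 and 704 at 60 min. Its group mean was at least 117.68-fold higher at 60 min, with each mock-treated count taken as 3. Its log2 fold change was 8.80, and leaving out each replicate in turn gave values from 7.15, without replicate 3, to 11.9, without replicate 2. BnaA06g37320D and BnaA02g27860D had log2 fold changes of -1.3984 and -1.3655 at 15 min (adjusted p = 0.049 and 0.031). All 5 moved in the same direction in 3 of 3 replicates. In the 15-min results one replicate did not carry the change, since at least 0.72534 of each log2 fold change was left without any one of them. Their calls at 15 min did depend on the replicates. Without replicate 1 the adjusted p was 0.075 for BnaCnng44320D, with a range from 1.1e-13 to 0.10 over the alternatives, and 0.22 for BnaA06g06370D, with a range from 1.4e-10 to 0.24. For BnaA06g37320D and BnaA02g27860D it was over the threshold in each of the 3 fits that left out a replicate, from 0.15 to 0.31 and from 0.055 to 0.14, and over all alternatives it ranged from 1.9e-04 to 1.00 and from 9.5e-07 to 1.00. A response to ABA stays open as a biological explanation. What these genes encode is not paired with their identifiers in the tables used here.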

How the results depend on the processing

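The counts of genes with shrunken fold changes and R2 over all genes tested were chosen only after the results were seen, and the other alternatives were set beforehand.

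Without the replicate block, far fewer genes passed the threshold. There were 5 at 15 min, 895 at 60 min and at either time, 0 at 15 min alone, 5 at both times in the same direction, and 243 between 60 and 15 min. The 895 genes were all among the 13616. Of the lists, 47 of 86 Table S1 genes, 3 Fig. 4 genes, 14 Fig. 5 genes and 9 of 30 Table S8 genes passed at 60 min. Since the replicate numbers pair the samples, the fit without the block adds the differences between numbers to the error.

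Scaling by total count alone moved the median log2 fold change at 60 min by -0.29. It gave 27370 genes at 60 min and at either time, 22807 between 60 and 15 min, and 0 at 15 min alone. Of the 60-min genes 15.2% were higher, against 59.0% with TMM, and of those between 60 and 15 min 16.4%, against 60.1%. At 60 min it reversed BnaC06g32150D to -0.10, BnaAnng26560D to -0.030, BnaC01g19550D to -0.15, BnaA03g35190D to -0.015 and BnaA09g35230D to -0.090, all smaller than the shift of the median. In Fig. 4 it gave 15 higher and 11 lower genes, in Fig. 5 25 and 14, and in Fig. 7 5 and 4.

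Results at 15 min also depended on the test and filter, and the cause was not tested. With DESeq2's Wald test 521 genes passed at 15 min, 87 of them not at 60 min and 434 at both times in the same direction. With no filter on low counts the numbers were 584, 14 and 569, and with only the 2 groups compared 898, 59 and 838. In both of these 1 gene was lower at 15 min and higher at 60 min. Fold changes shrunken with DESeq2's normal prior, a fit whose counts of genes were added after seeing the data, gave 473, 11 and 462. With DESeq2's Wald test R2 was 0.376, and with separate libraries 0.348. Over all genes tested, also added after seeing the data, R2 was 0.277 with edgeR, 0.219 with DESeq2 and 0.278 with the shrunken fit. All 8 families of Table 3 had an SD over 1.6 with DESeq2 and with the shrunken fit. The difference between the A and C subgenomes was 1.18 percentage points with no filter.

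Across the 3 fits that each left out one replicate, the counts ranged from 5 to 278 genes at 15 min, from 5818 to 10811 at 60 min and from 5818 to 10817 at either time. They ranged from 0 to 6 genes at 15 min alone, from 5 to 271 at both times in the same direction, and from 3637 to 10843 between 60 and 15 min. The lowest value came without replicate 1 each time, and 5 of the 228 genes at 15 min were then past the threshold. Without replicate 1, 0 genes of Table S1, Fig. 4, Fig. 5, Fig. 7 and Table S8 passed at 15 min, and 40, 4, 15, 3 and 5 had an unadjusted p under 0.05. These fits have fewer samples.

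The genes of the 61 results followed through the alternatives were chosen after values of the main test had been seen. Of 671 values of these 61 results for single genes under the alternatives, 545 kept their direction and side of the threshold. Of the others 74 lost the threshold, 47 passed it newly and 5 reversed. Without the replicate block 23 lost it, without replicate 1 15 did, and 21 of the 61 results changed under none of the alternatives. The number of Fig. 7 genes past the threshold stayed between 4 and 9. With 3 replicates, changes under 0.5 on the log2 scale at 15 min are near the limit of what the tests recovered in simulated counts.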

Differences from the paper's values

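Only the counts of genes with shrunken fold changes and R2 over all genes tested were chosen after the paper's values and those here had been seen.

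For genes changed at 15 min the paper gives 479, against 228 here. Of the alternatives set before the data were examined, DESeq2's Wald test (521) and no filter on low counts (584) came within 1.5 times the paper's number, and the others did not. Fold changes shrunken with DESeq2's normal prior gave 473, a count chosen after seeing the values.

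Of the genes by direction in Table 1, the paper's 64 lower at both times compare with 19 here, 54 with DESeq2's Wald test and 80 with no filter. The paper's 7 genes lower at 15 min and not changed at 60 min compare with 0 here and 10 with no filter. Its 4 genes higher at 15 min and not changed at 60 min compare with 1 here, 4 with no filter and 5 without replicate 3. Its 402 higher at both times compare with 208 here, 380 with DESeq2's Wald test and 489 with no filter. The other alternatives set before the data were examined closed none of these gaps. The shrunken fit, chosen after seeing the values, gave 64, 7, 4 and 398.

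For genes up-regulated, the paper's text gives 1944 without a time point, and the header of its Table S9 gives 7669. At 60 min 8028 genes were higher here. None of the alternatives set before the data were examined closed the gap to 1944, nor did the shrunken fit added later, and the value here does not differ from 7669 by more than 1.5 times. The paper's R2 of 0.2736097 compares with an R2 of 0.543 here. DESeq2's Wald test (0.376) and separate libraries (0.348) came within the SD between replicates (0.128), and the other alternatives set before the data were examined, shrunken fold changes among them (0.525), did not. Over all genes tested, chosen after seeing the values, R2 was 0.277 with edgeR, 0.219 with DESeq2 and 0.278 with shrunken fold changes. For families with an SD over 1.6, the paper gives 8 and 5 were found here. DESeq2's Wald test and shrunken fold changes gave 8 each, no filter gave 7, which is within 1.5 times the paper's number without reaching it, and the other alternatives gave 4 or 5.

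The paper gives a fold change of more than 14 for BnaA03g50810D, against 37.2 here, and of the alternatives set before the data were examined only shrunken fold changes (13.8) closed the gap. Of the 23 tested genes of Table 3, 12 had log2 fold changes at 60 min further from the paper's than the SD of that gene between replicates. The same comparison found 0 such genes among the 86 of Table S1 and 0 among the 6 genes compared of Fig. 7. By this measure a gene with a small SD counts at a small distance, such as BnaC04g51120D (SD 0.252), and a gene with a large SD does not at a larger one. For BnaA07g24330D the paper has 3.7297320, against 4.86 here (SD 1.23), and for BnaA04g29550D 2.7599247, against 3.4975 here (SD 0.881), and neither is among the 12. The paper's value for BnaC07g36550D is 3.3005180, against 4.49 here. For BnaA01g16400D the paper has 3.6033603, against 4.32 here. BnaA05g23860D has 4.3448604 in the paper and 5.31 here. The paper's value for BnaC05g37670D is 4.0675792, against 6.64 here. For BnaA03g27910D the paper has 4.4150238, against 6.54 here. BnaC03g32950D has 2.2319576 in the paper and 6.98 here. The paper's value for BnaAnng35040D is 5.0627122, against 7.71 here. For BnaC03g40050D the paper has 1.4258471, against 4.38 here. BnaC05g35990D has 3.5844242 in the paper and 7.84 here. The paper's value for BnaA03g50810D is 3.8242444, against 5.22 here. For BnaC04g51120D the paper has 4.2157486, against 4.47 here. BnaC06g25430D has 4.1553036 in the paper and 5.295 here. With shrunken fold changes, set before the data were examined, 0 of the 12 differed. Scaling by total count alone and leaving out replicate 3 left 9 of the 12, leaving out replicate 1 left 10, the filter at a mean of 50 counts left 10 of the 11 it tested, and no replicate block and only the 2 groups compared left 11 each. The remaining alternatives left all 12.

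The paper states that the genes of Table 2 are regulated at 15 min and back at steady state by 60 min. Of these 11 genes 2 were past the threshold at 15 min here, and 1 of those, BnaC06g32150D (FAB1C), was still past it at 60 min (adjusted p = 0.037, edgeR's quasi-likelihood test, and from 0.033 to 0.87 over the alternatives). At 60 min it passed with RLE scaling and with the filter at a mean of 50 counts, and in no other alternative. No filter and shrunken fold changes called all 11 at 15 min and not at 60 min, DESeq2's Wald test 10, and only the 2 groups compared 9. RLE scaling, the filter at a mean of 50 counts and leaving out replicate 3 called 1 such gene each, and scaling by total count alone, no replicate block and leaving out replicate 1 or replicate 2 called 0. With scaling by total count alone 7 of the 11 were past the threshold and lower than mock at 60 min. The paper counts BnaA06g21560D among genes regulated less at 60 min than at 15 min. Its log2 fold change was -0.75 at 15 min and 1.00 at 60 min. The size was larger at 15 min with scaling by total count alone (-0.79 and 0.71) and without replicate 3 (-1.06 and 0.81), and larger at 60 min in the other alternatives. The paper states that BnaC01g04310D does not react significantly to ABA. Its adjusted p was 0.035, and it was over the threshold in every alternative set before the data were examined except RLE scaling and the filter at a mean of 50 counts.

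The paper states that the orthologs of ATMYB30 and AT-HSFA7A were up-regulated. At 15 min BnaC02g37590D had an adjusted p of 0.054 (edgeR's quasi-likelihood test) and BnaC04g28450D one of 0.22. Both passed the threshold at 15 min with DESeq2's Wald test, with no filter, with only the 2 groups compared and with shrunken fold changes, BnaC04g28450D also without replicate 2, and both passed it at 60 min.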

Other observations

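The tests of the constant rate, the direction at 15 min, the subgenomes after the filter and the columns of Table 2 were chosen after their results were seen, and the test of the subgenomes with no filter after their difference was seen. The test of BnaA03g50810D and the splits of the samples were set beforehand.

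A constant transcription rate from the addition of ABA, with negligible degradation, predicts an excess over mock that grows with exposure, 4 times as large at 60 min as at 15 min. In genes chosen by their rise at 60 min in the other replicates, the lowest ratio of the median excess was 6.4488. That argues against a constant rate from the start as the explanation for this set as a whole. In the 209 genes past the threshold and higher at 15 min the ratio was between 2.66 and 3.33, but these were chosen on the 15-min samples, which raises their 15-min excess. A rate that starts after a lag may explain the first ratio and was not tested. Genes with a mean of at least 50 counts were also chosen by a rise of more than 1 on the log2 scale at 60 min in 2 replicates and read at 15 min in the other one. Higher than mock at 15 min were 83.4% of 1691 genes in replicate 1, 74.3% of 2222 in replicate 2 and 93.2% of 1455 in replicate 3, against 49.9%, 51.0% and 53.0% of all 41632 genes of that level. Of genes chosen by a fall in the same way, 67.1% of 419, 65.5% of 550 and 85.4% of 336 were lower than mock at 15 min.

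BnaA03g50810D rose with the ABF3 genes at 60 min while the other tested AtDJ1C genes rose by 0.36 or less. Since AtDJ1C and ABF3 are neighbours in Arabidopsis, a gene model that holds ABF3 sequence could give such a rise. If its reads came from the 3 ABF3 genes measured here, it would follow them at 15 min. It stood 1.4027 above the highest ABF3 gene there on the log2 scale, and above all 3 ABF3 genes in 3 of 3 replicates. The difference was 3.60 combined standard errors, though these may be too small on so few counts. Its higher rise at 15 min argues against ABF3 reads from these 3 genes as the source. ABF3 sequence of a further copy need not follow them, was not tested and stays open. A separate copy of AtDJ1C with its own response also stays open, on few counts.

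At 60 min, 25.985% of 25249 tested genes on the A subgenome were differentially expressed (95% Wilson interval 25.4% to 26.5%) and 25.576% of 27495 on the C subgenome (25.1% to 26.1%). The intervals overlap. Matched on 10 groups by expression the difference was -0.113 percentage points, and the A share was higher in 4 of the 10. With intervals that overlap, a role of expression level in this difference cannot be told apart from none. With no filter the shares were 18.3% and 17.1%, a difference of 1.18 percentage points with a counting error (SE) of 0.275. Matched on 10 groups by expression, that difference was -0.15143 (SE 0.252), which is consistent with a difference in expression level, and so in power, between the genes of the subgenomes. Intervals and SEs cover counting error only, and a biological difference between the subgenomes was not tested otherwise.

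In Table 2 the genes are not printed in identifier order. With DESeq2's Wald test on shrunken fold changes, the adjusted p-values of 6 of 11 genes at 15 min and 5 at 60 min came within a ratio of 1.1 of the table's as printed, and 5 at both times. With the table's columns read in identifier order, 11 matched at each time and at both. With DESeq2's Wald test on unshrunken fold changes, 1 gene matched as printed and 0 in identifier order at 15 min, 5 and 11 at 60 min, and 0 at both times either way. The ratio of 1.1 was set after the values were seen. These matches are consistent with columns sorted by identifier beside genes in another order. No biological explanation applies.

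Among the splits of 6 libraries into 3 and 3 with the replicate block, 4 part all 3 pairs. In fits of only the 2 groups compared, the real split gave 898 genes between 15 min and mock, 9388 between 60 min and mock, and 10169 between 60 and 15 min, and the other 3 such splits gave 0 each. Of Table S1 85 genes passed in the real split of 60 min and mock, of Fig. 5 30, of Fig. 7 5 and of Table S8 28, and 0 in the others. In each case 1 of the 4 splits gave as many, the smallest number they allow. The 6 other splits part 1 pair and gave at most 67 genes, between 15 min and mock.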
